# Upregulation of Superenhancer‐Driven LncRNA FASRL by USF1 Promotes De Novo Fatty Acid Biosynthesis to Exacerbate Hepatocellular Carcinoma

**DOI:** 10.1002/advs.202204711

**Published:** 2022-10-28

**Authors:** Jiang‐Yun Peng, Dian‐Kui Cai, Ren‐Li Zeng, Chao‐Yang Zhang, Guan‐Cheng Li, Si‐Fan Chen, Xiao‐Qing Yuan, Li Peng

**Keywords:** acetyl‐CoA carboxylase 1, fatty acid synthesis, fatty acid synthesis‐related long noncoding RNAs, hepatocellular carcinoma, lipid metabolism, long noncoding RNA, superenhancer

## Abstract

Superenhancers drive abnormal gene expression in tumors and promote malignancy. However, the relationship between superenhancer‐associated long noncoding RNA (lncRNA) and abnormal metabolism is unknown. This study identifies a novel lncRNA, fatty acid synthesis‐related lncRNA (FASRL), whose expression is driven by upstream stimulatory factor 1 (USF1) through its superenhancer. FASRL promotes hepatocellular carcinoma (HCC) cell proliferation in vitro and in vivo. Furthermore, FASRL binds to acetyl‐CoA carboxylase 1 (ACACA), a fatty acid synthesis rate‐limiting enzyme, increasing fatty acid synthesis via the fatty acid metabolism pathway. Moreover, the expression of FASRL, USF1, and ACACA is increased, and their high expression indicates a worse prognosis in HCC patients. In summary, USF1 drives FASRL transcription via a superenhancer. FASRL binding to ACACA increases fatty acid synthesis and lipid accumulation to mechanistically exacerbate HCC. FASRL may serve as a novel prognostic marker and treatment target in HCC.

## 1 Introduction

Liver cancer is one of the most common cancers, and ≈906 000 new cases and 830 000 related deaths were recorded in 2020; liver cancer is the sixth most commonly diagnosed cancer and the third highest cause of cancer‐related death worldwide.^[^ ^1^ ^]^ It is estimated that the incidence of liver cancer will exceed 1 million by 2025, resulting in a very serious global health challenge.^[^ ^2^ ^]^ Hepatocellular carcinoma (HCC) is the most common type of liver cancer, accounting for ≈90% of all liver cancer cases. There are many factors that cause HCC, mainly including hepatitis B virus or hepatitis C virus infection, nonalcoholic steatohepatitis, excessive alcohol consumption, type 2 diabetes, and smoking.^[^ ^2^ ^]^ Although therapeutic treatments for HCC have improved with the advancement of medicine, such as the several oral tyrosine kinase inhibitors that have been approved by the U.S. Food and Drug Administration for the treatment of advanced HCC, the therapeutic benefits are still limited,^[^ ^3^ ^]^ and the five‐year survival rate of HCC patients remains bleak. Moreover, the pathological development of HCC is a complex and multistep process. Our previous research confirmed that the long noncoding RNA (lncRNA) HCCL5 promotes the progression of HCC via the epithelial–mesenchymal transition (EMT).^[^ ^4^ ^]^ Further studies of the pathogenesis and therapeutic targets for HCC are urgently needed.

There are many ways to regulate tumor progression, and metabolic changes are important regulatory factors. Lipid metabolism dysregulation is one of the most prominent metabolic phenotypes in cancers. Increased lipid synthesis or uptake promotes the rapid growth of cancer cells and induces tumor formation.^[^ ^5^ ^]^ In colorectal adenocarcinoma, breast cancer, and esophageal adenocarcinoma, an increase in the contents of fatty acids (FAs) or lipids in tumor cells can exacerbate tumor progression.^[^ ^6^ ^]^ Lipids are hydrophobic molecules and include sterols, monoglycerides, diglycerides, triglycerides, phospholipids, and glycolipids. Many lipids are derived from FAs, which can be classified according to their length (number of carbon atoms) and saturation (number of double bonds). FAs can be produced through de novo biosynthesis. By limiting the use of FAs in tumors, tumor cell growth can be controlled to inhibit tumor progression.^[^ ^7^ ^]^ Furthermore, FA metabolism is indispensable in HCC. Specifically, an increase in the accumulation of FAs in tumor cells promotes the progression of HCC by promoting FA synthesis or inhibiting FA oxidation.^[^ ^8^ ^]^ In contrast, the inhibition of FA metabolism restricts the proliferation of HCC.^[^ ^9^ ^]^ However, knowledge regarding the epigenomic regulatory network related to the regulation of FA metabolism in HCC is limited, and further research is needed to elucidate it.

Although less than 2% of the human genome encodes proteins, most nucleotides in the genome can be transcribed, resulting in large amounts of non‐coding RNA transcripts.^[^ ^10^ ^]^ This class of RNAs includes lncRNAs, which are transcripts of more than 200 nucleotides in length.^[^ ^11^ ^]^ Similar to mRNAs, lncRNAs are transcribed by RNA polymerase II, and this transcriptional activity can be regulated by *cis*‐acting elements like enhancers and superenhancers, and by *trans*‐acting factors like transcription factors (TFs).^[^ ^4^, ^12^ ^]^ The regulation of lncRNA expression in tumors is delicate and complex, and lncRNAs participate in many key cancer phenotypes by interacting with biological macromolecules, such as DNAs, mRNAs, and proteins, thus playing a regulatory role in the occurrence and development of tumors.^[^ ^11^, ^13^ ^]^ However, compared with mRNAs, lncRNAs have a relatively low expression, alternative forms of biogenesis, complex structural characteristics, and noncoding features, and they generally lack conservation, thus, most lncRNA functions have not yet been investigated.^[^ ^14^ ^]^ In addition, the specific epigenomic regulatory network of lncRNAs, including superenhancers, is largely unclear.

In this work, we chose HCC as a disease model, and aimed to clarify the specific mechanism by which superenhancer‐related lncRNAs function in lipid metabolism. We discovered a novel cancer‐promoting lncRNA, FASRL, whose expression is regulated by a dysregulated superenhancer and that can promote the de novo synthesis of FAs to promote HCC. This study helps to further elucidate the pathogenesis of HCC, and provides a new perspective for prognosis prediction and targeted treatments for HCC.

## 2 Results

### 2.1 A Novel Superenhancer‐Related LncRNA, FASRL, Was Identified in HCC

Superenhancers (SEs) specifically drive the expression of genes including lncRNAs, and superenhancer‐driven gene expression is an important mechanism by which tumors are exacerbated. Here, we screened and identified lncRNAs that are regulated by aberrant superenhancers in HCC cells. As expected, many common tumor‐related lncRNAs, such as MALAT1, NEAT1, HULC, and PVT1, were identified in the H3K27ac chromatin immunoprecipitation sequencing (ChIP‐seq) data (**Figure** **1**A–E). Importantly, we identified 31 superenhancer‐associated lncRNAs that were shared in four HCC cell lines but not observed in normal liver tissue according to the ChIP‐seq results (Figure S1A, Supporting Information). Three of them were upregulated in HCC samples, and their high expression was correlated with a worse prognosis in HCC patients (Figure S1B, Supporting Information). We selected one of the three lncRNAs for subsequent study because it exhibited the largest fold change in expression in HCC patient samples compared with the other two lncRNAs (Figure 1F). Of note, SETD5‐AS1 has been previously reported,^[^ ^15^ ^]^ and the other two are novel lncRNAs, and the selected lncRNA knockdown inhibited HCC cell proliferation more than SETD5‐AS1 knockdown in a Cell Counting Kit‐8 (CCK‐8) assay in vitro (Figure S2A–D, Supporting Information). We named this lncRNA “FASRL” on the basis of the subsequent results. 

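In the GENCODE v29 annotation of GRCh38, FASRL is listed as AC092115.3, an antisense gene on the plus strand that runs from 69727013 to 69742563 on chromosome 16. The RefSeq gene table gives FASRL as another name of NQO1-DT and places it from 69726727 to 69743918. In GENCODE, exon 1 spans 163 nt (69727013 to 69727175) and exon 2 spans 429 nt (69742135 to 69742563), so that the spliced transcript has 592 nt. The sequence between the exons, from 69727176 to 69742134, has 14959 bp. The neighboring genes NQO1 and NOB1 are both protein-coding and lie on the minus strand. NQO1 runs from 69706996 to 69726951, and 61 bases separate it from the GENCODE start of FASRL. The RefSeq start of FASRL, 69726727, lies inside this span of NQO1. NOB1 runs from 69741867 to 69754940, and the last 697 bases of FASRL as given by GENCODE lie inside it. All 429 nt of exon 2 are antisense to exons of NOB1, whereas exon 1 overlaps exons of neither gene.

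**Figure D1:**
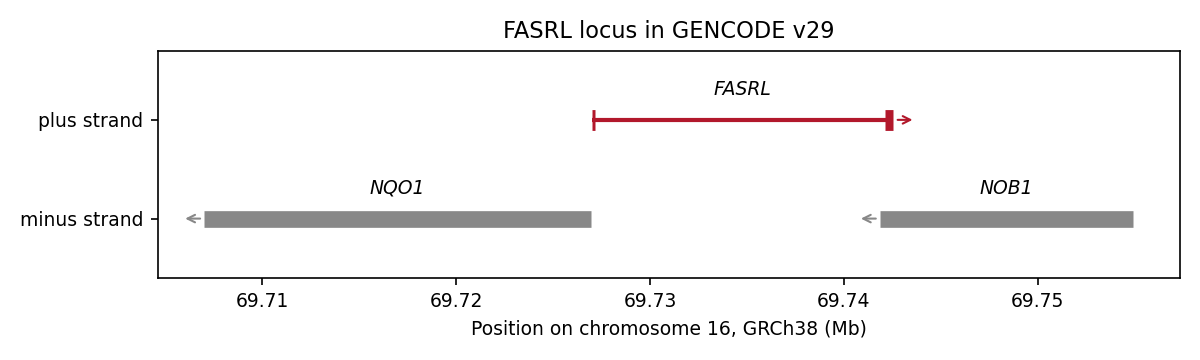
Map of FASRL and its neighboring genes along chromosome 16 of GRCh38 (x axis, position in Mb), with the plus strand above the minus strand. Thick red blocks are the 2 exons of FASRL, the red line is its intron, gray bars are NQO1 and NOB1 from start to end without their exons, and arrows give the direction of transcription. In the GENCODE annotation drawn here, FASRL starts 61 bases from NQO1, and its exon 2 lies inside NOB1.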

FASRL is located on chromosome 16, has a length of 15551 bp, and contains two exons and one intron (Figure S3A, Supporting Information). The metabolic activity of HepG2 cell line is relatively stable, and usually used as a cell model in metabolic studies.^[^ ^16^ ^]^ Considering the relatively higher expression of FASRL and the purpose of exploring metabolism, we selected the HepG2 and LM3 cell lines to perform the following experiments (Figure S3B, Supporting Information).

**Figure 1:**
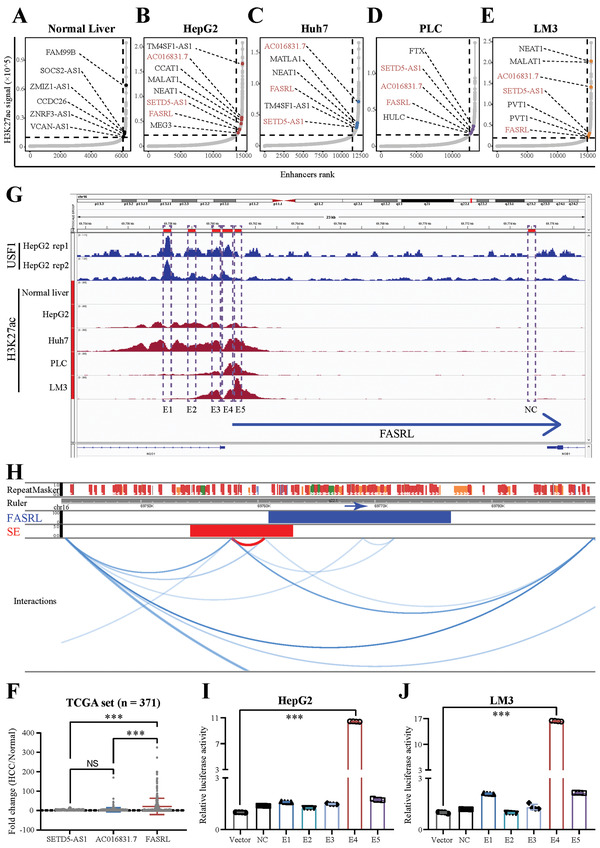
A novel superenhancer‐related lncRNA, FASRL, was identified in HCC. Hockey stick plot showing superenhancer‐related lncRNAs in the A) normal liver and B) HepG2, C) Huh7, D) PLC, and E) LM3 cell lines. The colored dots on the curve indicate some classic and novel lncRNAs in the normal liver and four HCC cell lines. F) The scatter plot showing the fold change in the expression of three lncRNAs in HCC samples compared with normal liver tissue samples. The expression of three lncRNAs in HCC tissues and adjacent normal liver tissues was downloaded from TCGA website. *n* for HCC = 371, *n* for Normal = 50; fold change, the ratio of the lncRNA expression in HCC tissues to the mean of lncRNA expression in normal liver tissues. G) ChIP‐seq profiles of USF1 and H3K27ac in normal liver, HepG2, Huh7, PLC, and LM3 cell lines. NC and E1‐E5 represent the genomic positions of the NC sequence and five enhancer sequences, respectively. The blue arrow indicates the FASRL transcription direction. H) Chromatin interaction analysis by paired end labeling (ChIA‐PET) data analysis revealed the spatial interaction between the superenhancer and FASRL promoter on chromatin. SE, superenhancer. The original sequencing data from a ChIA‐PET in the HepG2 cell line were downloaded from the ENCODE database. The dual‐luciferase experiment showing the transcriptional activity of NC and E1‐E5 in the I) HepG2 and J) LM3 cell lines. The data are expressed as the mean ± SD. NS, non‐significance; ***p < 0.001.

The integrative genomics viewer (IGV)‐visualized ChIP‐seq data showed that a superenhancer peak was present upstream of the FASRL gene in four HCC cell lines but not in normal liver tissues (Figure 1G). The chromatin interaction analysis by paired end labeling (ChIA‐PET) data revealed spatial interactions between the regions of the superenhancer and the promoter of FASRL (Figure 1H). The five enhancer sequences of FASRL were then cloned into the pGL3‐promoter vector for dual‐luciferase experiments to validate the regulation of FASRL expression by these superenhancer constituents. We found that the constituent of superenhancer E4 notably increased the fluorescence intensity in both HCC cell lines (Figure 1I,J). Cyclin‐dependent kinase 7 (CDK7) and bromodomain‐containing protein 4 (BRD4) are two critical components of the trans‐acting superenhancer complex. The CDK7 inhibitor THZ1 and BRD4 inhibitor JQ1 significantly reduced the expression of FASRL in HepG2 and LM3 cell lines (Figure S3C–F, Supporting Information). In summary, we discovered a novel lncRNA, FASRL, whose expression was associated with superenhancer.

### 2.2 The Expression of FASRL Was Driven by Upstream Stimulatory Factor 1 through a Superenhancer

To elucidate the upstream mechanism by which the superenhancer regulated FASRL expression, we first performed the motif analysis based on the sequence of the superenhancer (**Figure** **2**A). The top ten TFs based on the motif and correlation analyses were heat shock transcription factor 1 (HSF1), sirtuin 6 (SIRT6), negative elongation factor complex member E (NEFLE), interferon regulatory factor 3 (IRF3), upstream stimulatory factor 1 (USF1), RNA polymerase III subunit G (POLR3G), X‐ray repair cross complementing 4 (XRCC4), tripartite motif‐containing 28 (TRIM28), zinc finger protein 263 (ZNF263), and MYC‐associated factor X (MAX). The correlation between the expression of all ten TFs and FASRL is shown in Figure 2B. Subsequently, we used small interfering RNA (siRNA) pools to respectively knock down the expression of these ten TFs (Figure 2C,D and Figure S4A,B, Supporting Information), and found that knocking down USF1 expression, but not that of the other nine TFs, downregulated the expression of FASRL in both HepG2 and LM3 cell lines (Figure 2C,D and Figure S4C,D, Supporting Information). As shown in the dual‐luciferase experiment, the increase in the fluorescence intensity of E4 was significantly reduced by USF1 shRNA in both the HepG2 and LM3 cell lines (Figure 2E,F and Figure S5A,B, Supporting Information). Furthermore, E4 was divided into four fragments for ChIP–qPCR (Figure 2G), and we observed that USF1 could bind to the E4 region of FASRL (Figure 2H,I). Finally, we conducted ChIP–qPCR of H3K27ac and USF1 in HCC patient tissues (Figure S6A,B, Supporting Information), which was consistent with the results in the HCC cell lines. In summary, the TF USF1 can transcriptionally drive FASRL expression by binding to its superenhancer in HCC.

**Figure 2:**
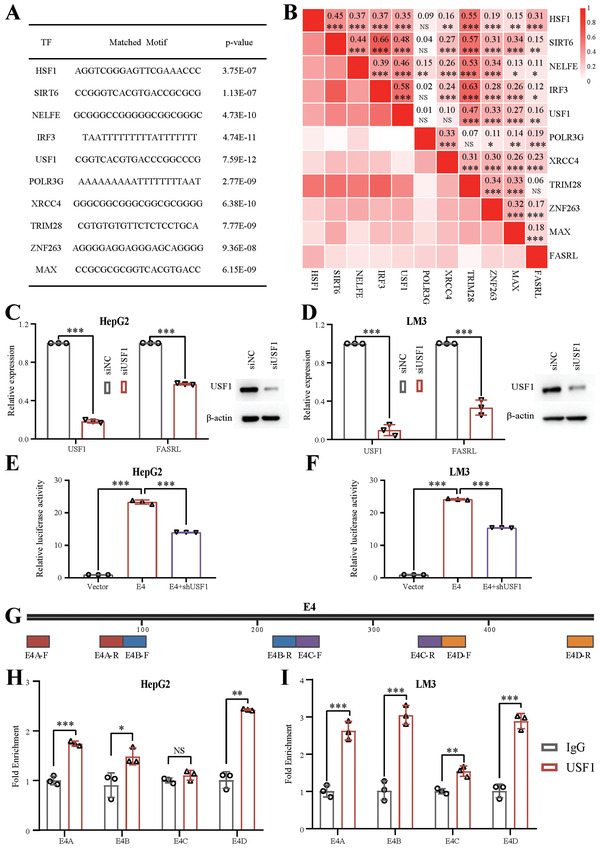
Identification of an upstream TF, USF1, that positively regulated FASRL expression. A) The ten TFs predicted based on the superenhancer sequence of FASRL. B) Correlation analysis of the relative expression of ten TFs and FASRL. The numeric value and color depth represent the correlation coefficient. The expression of ten TFs and FASRL in HCC tissues was downloaded from TCGA website. *n* for HCC = 371. Left, qRT–PCR showing the relative expression of USF1 and FASRL in the C) HepG2 and D) LM3 cell lines after siRNA‐mediated USF1 knockdown; right, Western blot assay showing the protein content of USF1 in the C) HepG2 and D) LM3 cell lines following siRNA‐mediated USF1 knockdown. The dual‐luciferase experiment showing the transcriptional activity of E4 after USF1 expression was knocked down by shRNA in the E) HepG2 and F) LM3 cell lines. G) The four ChIP–qPCR primer pairs designed on the E4 sequence. ChIP–qPCR analysis of the interaction between USF1 and the components of the superenhancer in the H) HepG2 and I) LM3 cell lines. The data are expressed as the mean ± SD. NS, non‐significance; *p < 0.05; **p < 0.01; ***p < 0.001.

### 2.3 FASRL Exacerbated the Malignant Phenotype of HCC In Vitro

Next, we explored the function of FASRL in HCC cells in vitro. We first investigated the subcellular localization of FASRL and found that it was present in both the cell nucleus and cytoplasm, and was mainly distributed in the cytoplasm (Figure S7A,B, Supporting Information). Therefore, we designed five different siRNA sequences to target FASRL and examined the knockdown effects of these siRNAs in the HepG2 and LM3 cell lines. We found that siRNA #1 had the best knockdown effect compared with the other sequences. Although siRNA #4 and siRNA #5 both effectively knocked down the expression of FASRL, the knockdown effects of siFASRL#4 in the two liver cancer cell lines were inconsistent; thus, we chose siFASRL#1 and #5 instead of #4 for the subsequent experiments (Figure S8A,B, Supporting Information).

The CCK‐8 assay showed that the FASRL knockdown significantly inhibited the growth of the HepG2 and LM3 cell lines (**Figure** **3**A,B). Similarly, the EdU experiment showed that the FASRL knockdown significantly suppressed the proliferation ability of HepG2 and LM3 cells (Figure 3C–F). The Transwell experiment showed that knocking down FASRL expression significantly decreased the migration ability of the HepG2 and LM3 cell lines (Figure 3G,H). Moreover, knocking down FASRL expression significantly increased apoptosis of HepG2 cells (Figure 3I). To assess the oncogene properties of superenhancer‐related FASRL, we selected several lncRNAs that were proven to promote HCC progression, including lncRNA PCNAP1,^[^ ^17^ ^]^ lncTCF7,^[^ ^18^ ^]^ TUG1,^[^ ^19^ ^]^ HULC,^[^ ^20^ ^]^ GIHCG,^[^ ^21^ ^]^ and LINC00662,^[^ ^22^ ^]^ to compare the effect of those lncRNAs with that of FASRL on cell proliferation in HCC cell lines. We found that FASRL knockdown led to relatively higher inhibitory effect of cell proliferation in the two HCC cell lines (Figure S9A–D, Supporting Information). It proved that the high‐throughput unbiased screening strategy of FASRL is effective. Then, we performed gain‐of‐function studies by stably overexpressing FASRL in HepG2 and LM3 cell lines (Figure S10A,B, Supporting Information). We found that the overexpression of FASRL significantly accelerated the proliferation and migration of HCC cells in vitro (Figure S10C–H, Supporting Information). To verify these HepG2 and LM3 cell phenotypes in vivo, we constructed cell lines with the stable knockdown of FASRL expression by transfection with a lentivirus carrying shRNA (Figure S11A, Supporting Information). As expected, after knocking down FASRL expression with shRNA in the HepG2 and LM3 cell lines, the proliferation and migration of the HCC cells were significantly inhibited (Figure S11B–D, Supporting Information). These results suggest that FASRL can promote oncogenic growth in HCC cells.

**Figure 3:**
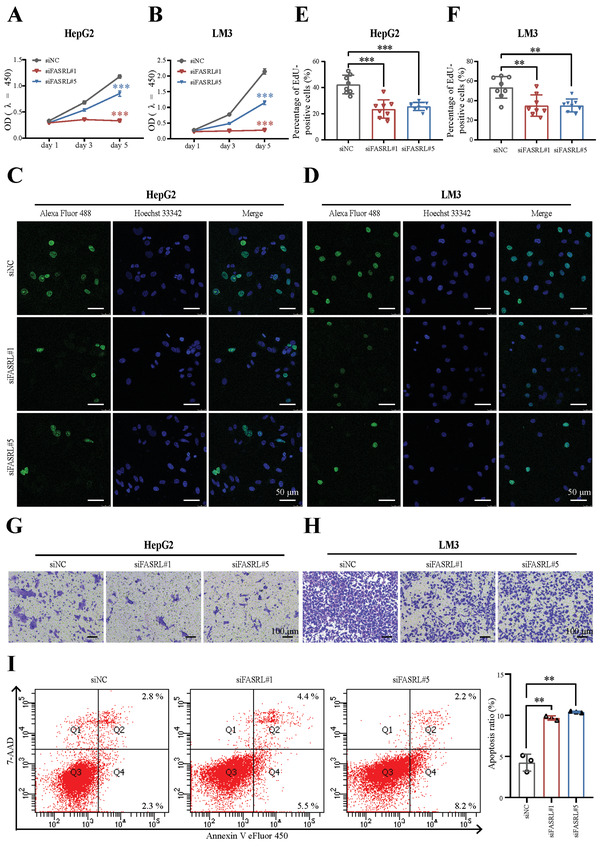
FASRL knockdown inhibited HCC progression in vitro. CCK‐8 assay revealed the growth of the A) HepG2 and B) LM3 cell lines transfected with siFASRL#1, siFASRL#5, and siNC. Representative images of EdU assay revealed the proliferation of the C) HepG2 and D) LM3 cell lines transfected with siFASRL#1, siFASRL#5, and siNC. Quantification of EdU assay in the E) HepG2 and F) LM3 cell lines transfected with siFASRL#1, siFASRL#5, and siNC, *n* = 8 fields of view. Transwell experiment showing the cell migration ability of the G) HepG2 and H) LM3 cell lines transfected with siFASRL#1, siFASRL#5, and siNC. I) Left, apoptosis in the HepG2 cell line transfected with siFASRL#1, siFASRL#5, and siNC was detected by flow cytometry; right, the statistical results of the corresponding apoptotic cells. The data are expressed as the mean ± SD. **p < 0.01; ***p < 0.001.

### 2.4 FASRL Promoted the Growth of HCC Xenografts In Vivo

The in vitro results confirmed that FASRL can accelerate the tumorigenic phenotype of HCC cell lines, but whether FASRL affects tumor progression in vivo is unknown. Next, HCC cell lines stably transfected with shFASRL or shNC were subcutaneously injected into nude mice. As observed, the HCC tumors in the shFASRL group were smaller than those in the shNC group ( **Figure** **4**A,B). The tumor growth rate in the shFASRL group was obviously slower than that in the shNC group (Figure 4C,D), and the tumor weight in the shFASRL group was lower than that in the shNC group (Figure 4E,F). The survival analysis suggested that the shFASRL group had a relatively longer survival time than the shNC group (Figure S12A,B, Supporting Information). As expected, FASRL expression was downregulated in the xenograft tumor tissues from shFASRL group (Figure 4G,H). Next, we performed H&E staining and immunohistochemistry experiment using tumor tissues collected from nude mice. Lower Ki‐67‐positive rates were observed in the shFASRL group, revealing that shFASRL significantly slowed the proliferation of tumor cells in nude mice (Figure 4I–N). Overall, FASRL knockdown can alleviate the tumor progression of HCC in vivo.

**Figure 4:**
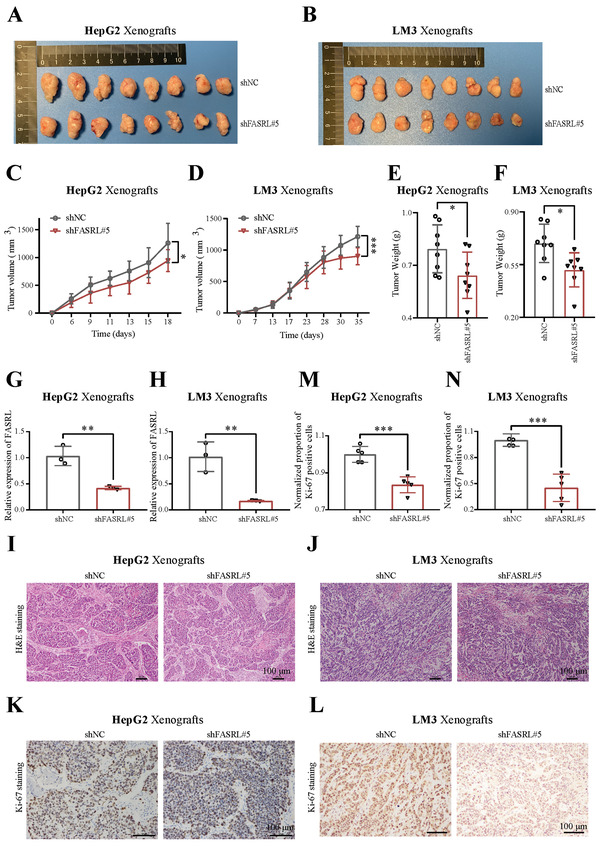
FASRL knockdown decelerated HCC progression in vivo. Representative images showing the shFASRL group and control shNC group of HCC xenografts derived from the A) HepG2 and B) LM3 cell lines. Growth curves of the shFASRL group and shNC group of HCC xenografts derived from the C) HepG2 and D) LM3 cell lines. The weights of the E) HepG2 and F) LM3 cell lines‐derived HCC xenografts in the shFASRL group and shNC group. FASRL expression in the shFASRL group and shNC group of HCC xenografts derived from the G) HepG2 and H) LM3 cell lines, *n* = 3. Representative images of H&E staining of sections of HCC xenografts derived from the I) HepG2 and J) LM3 cell lines. Representative images of Ki‐67 staining of sections of HCC xenografts derived from the K) HepG2 and L) LM3 cell lines. Proportion of Ki‐67‐positive cells in HCC xenografts derived from the M) HepG2 and N) LM3 cell lines, *n* = 5 fields of view. The data are expressed as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001.

### 2.5 FASRL Upregulated Fatty Acid Synthesis Pathway‐Related Genes in HCC

To reveal the specific downstream regulatory pathway of FASRL, we performed RNA‐seq using HCC cell lines after FASRL knockdown. 

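RNA-seq was performed on HepG2 and LM3, which are established human liver cancer cell lines, 48 h after transfection with an siRNA against FASRL (siFASRL) or a negative control siRNA (siNC). There were 3 replicates in each of the 4 groups, and 12 libraries in all. The authors filtered the reads with SOAPnuke, aligned them to a reference coding gene set with Bowtie2 and computed the expression level of each gene with RSEM. The deposited values are these RSEM values with 2 decimals, and neither the paper's text nor the column headings say whether they are FPKM or TPM. They are not read counts, so the sequencing depth is unknown and the counting error of a value cannot be given. The values of the listed genes summed to between 347211 and 355094 in HepG2 siFASRL, 333193 and 338379 in HepG2 siNC, 346884 and 348573 in LM3 siFASRL, and 316534 and 321859 in LM3 siNC. Replicates of a group correlated across genes with Pearson's r between 0.9954 and 0.9989 on the log2 scale. The same 8842 genes were listed for every library. FASRL, NQO1 and USF1 were not among them, so the knockdown of FASRL itself was not measured here. How the 8842 genes were chosen is not stated in the paper's text. The RefSeq gene table holds 20056 protein-coding genes for comparison. Among listed genes with a mean value of at least 5, only 5 of 6367 (0.08%) had a log2 ratio of siFASRL to siNC between -0.20 and -0.04 in HepG2, against 578 of 5937 (9.74%) in LM3. Genes with a ratio in this range in HepG2 are thus nearly absent from the list, and counts, percentages and enrichment tests refer to the listed genes only. Differential expression was tested within each cell line with limma on log2(value + 1), for genes with a value of at least 1 in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment. The paper's threshold (|log2 foldchange| ≥ 1 and adjusted p under 0.05) was used. Because of the added 1, a log2 fold change on this scale understates the change of genes with low values.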

We first validated the knockdown efficiency of FASRL in the HepG2 and LM3 cell lines (Figure S13A,B, Supporting Information). As shown, 636 differentially expressed genes with |log2 foldchange| ≥ 1 and *Q* value < 0.05 were shared in both HCC cell lines (Figure S13C, Supporting Information). 

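Of the 7349 listed genes that could be tested in both cell lines, 610 passed the threshold in HepG2 and 541 in LM3, and 246 passed it in both. By chance 44.9 shared genes would be found (one-sided Fisher's exact test, p = 2.33e-136), although genes are not independent of each other. Among the 246 shared genes, 178 were lower and 67 were higher after FASRL knockdown in both lines. The remaining gene, NES (nestin), was higher in HepG2 (log2 fold change 1.15, standard error 0.057, limma adjusted p = 1.64e-07) and lower in LM3 (log2 fold change -1.68, standard error 0.064, limma adjusted p = 3.05e-07). Across the genes tested in both lines, the log2 fold changes in HepG2 and LM3 correlated with Pearson's r of 0.794 and Spearman's rho of 0.797. This is a correlation across genes that are not independent replicates, over a list with almost no genes in the gap of HepG2 effects. The number of shared genes moved most when the fold change threshold was dropped, to 5212 genes with an adjusted p under 0.05 in both lines. Replicates carry the same numbers in siFASRL and siNC. The deviations of same-numbered replicates from their group means correlated with a mean r of 0.163 in HepG2 and -0.046 in LM3, and with the replicate number as a block 246 genes were again shared.

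**Figure D2:**
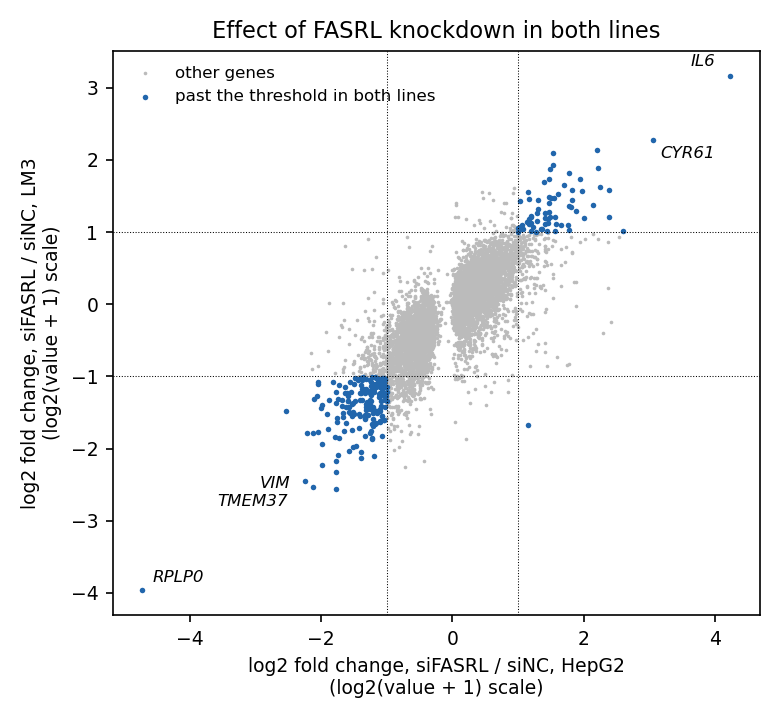
Log2 fold change of siFASRL against siNC in HepG2 (x axis) and LM3 (y axis) on the log2(value + 1) scale, with one point per gene tested in both lines and dotted lines at the fold change threshold. The 246 blue points passed the threshold in both lines, 178 of them lower in both and 67 higher in both, and the empty band left of 0 on the x axis is the gap in HepG2 effects.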

The heatmap showed the expression pattern of differentially expressed genes (|log2 foldchange| ≥ 1 and *Q* value < 0.05) in the HepG2 and LM3 cell lines after knocking down FASRL expression (Figure S13D,E, Supporting Information). Furthermore, the gene set enrichment analysis (GSEA) showed that the FASRL knockdown was significantly negatively correlated with the expression of fatty acid (FA) pathway‐related genes in HepG2 and LM3 cells (**Figure** **5**A,B; Tables S1 and S2, Supporting Information). 

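In HepG2, 8144 genes were tested and 847 of them passed the threshold, 294 higher (34.7%) and 553 lower (65.3%) after FASRL knockdown. In LM3, 7483 genes were tested and 570 passed, 106 higher (18.6%) and 464 lower (81.4%). Without the fold change threshold, 7257 genes (89.1%) in HepG2 and 5790 genes (77.4%) in LM3 had a limma adjusted p under 0.05. Of these, 3650 were higher and 3607 lower in HepG2, and 2536 were higher and 3254 lower in LM3, so the excess of lower genes past the threshold was not seen in HepG2 without it. In HepG2, 7295 genes (89.6%) had all siFASRL values on one side of all siNC values, and in LM3 5996 genes (80.1%) did, where 10% are expected by chance with 3 replicates against 3. All 847 and all 570 genes past the threshold were among them. With the replicate number as a block, the numbers past the threshold were again 847 and 570. Among genes that passed in the same direction in both lines, the 5 with the largest mean increase were IL6, CYR61, FOSL1, IL11 and RND3, and the 5 with the largest mean decrease were RPLP0, VIM, TMEM37, CREB3L3 and MSMO1. IL6 rose from 1.2 ± 0.03 (SD, n = 3) to 40.19 ± 1.77 (SD, n = 3) in HepG2 and from 2.20 ± 0.12 (SD, n = 3) to 27.56 ± 0.57 (SD, n = 3) in LM3. RPLP0 fell from 1363.49 ± 129.48 (SD, n = 3) to 50.72 ± 3.72 (SD, n = 3) in HepG2 and from 2115.30 ± 275.07 (SD, n = 3) to 134.91 ± 8.41 (SD, n = 3) in LM3, and the annotation holds 5 RPLP0 pseudogenes with which its reads could be shared. The limma adjusted p was 2.12e-10 for IL6 and 6.79e-10 for RPLP0 in HepG2, and 1.68e-08 and 1.57e-07 in LM3.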

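Enrichment was computed with fgsea on all tested genes, ranked by the sign of the fold change times -log10 of the limma p, so that increased genes come first. The paper's methods describe a score of log10 p times the sign of the fold change. The list of 158 FA metabolism genes was written down after the HALLMARK set without access to MSigDB, and 98 of its genes (62.0%) were among the listed genes. In HepG2, 96 of them were tested, and the normalized enrichment score was -2.06 (p = 0.00014 from 10000 gene permutations, adjusted p = 0.000718 over 9 gene lists). In LM3, 89 were tested, and the score was -2.29 (p = 0.00012 from gene permutations, adjusted p = 0.000451). Both p values are the smallest that these permutations can give, since no permuted list scored as low. In HepG2, 61 of the 96 genes were lower and 35 were higher after FASRL knockdown, with a median log2 fold change of -0.43. In LM3, 70 of the 89 genes were lower and 19 were higher, with a median of -0.54. Adjusted over the list alone, 87 genes in HepG2 and 77 in LM3 had an adjusted p under 0.05, and adjusted over all tested genes 87 and 76. With the replicate number as a block the scores were -2.27 and -2.36. Among the settings fixed before the data were examined, an unweighted running sum moved the score most, to -2.53 in HepG2 and -3.59 in LM3. Gene permutation treats genes as independent. With camera, which allows for the correlation between genes of a list, the p of the list was 0.0381 in HepG2 (adjusted p = 0.146) and 0.0309 in LM3 (adjusted p = 0.106). With fry, a rotation test over the samples, it was 2.2e-06 and 3.22e-06.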

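In HepG2, 12 genes of the FA metabolism list were past the threshold and lower after FASRL knockdown, and 1 was past it and higher. In LM3, 11 were lower and 1 was higher. The 5 with the lowest p in HepG2 were IDI1, REEP6, ALDH1A1, GLUL and ACAA2, and in LM3 REEP6, IDH1, ALDH3A1, IDI1 and ALAD. REEP6 (chromosome 19, 1490747 to 1497927) fell from 15.13 ± 1.12 to 3.27 ± 0.27 (SD, n = 3) in HepG2 and from 13.14 ± 0.42 to 3.91 ± 0.19 (SD, n = 3) in LM3. ALDH1A1 (chromosome 9, 72900662 to 73080442) fell from 97.95 ± 6.73 to 26.30 ± 1.79 (SD, n = 3) in HepG2, and in LM3 it was listed at 0 or at most 0.04 in every library and was not tested. IDH1 (chromosome 2, 208236227 to 208266074) passed the threshold in LM3 (log2 fold change -1.98, standard error 0.070, limma adjusted p = 2.34e-07) but not in HepG2 (log2 fold change -0.81, standard error 0.064, limma adjusted p = 2.28e-06). The difference between the lines was -1.17 on the log2 scale (limma interaction adjusted p = 6.39e-07). Counted from the most decreased gene of the list by log2 fold change, IDI1 had rank 4 of 96 in HepG2 and rank 2 of 89 in LM3. ALDH3A1 had rank 16 in HepG2 and rank 4 in LM3, DLD rank 10 and rank 18, HMGCS1 rank 12 and rank 7, CPOX rank 20 and rank 14, and TP53INP2 rank 22 and rank 4. By the ratio of group means without an added 1, the ranks in HepG2 and LM3 were rank 8 and rank 9 for IDI1, rank 6 and rank 4 for ALDH3A1, rank 13 and rank 21 for DLD, rank 15 and rank 12 for HMGCS1, rank 23 and rank 17 for CPOX, and rank 26 and rank 8 for TP53INP2.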

We selected the top‐ranking in foldchange and potential cancer‐promoting genes in the FA metabolism pathway gene set. As shown in volcano plot and heatmap of RNA‐seq data, the expression of these chose genes was decreased in the HCC cells in which FASRL expression was knocked down (Figure 5C,D and Figure S13F,G, Supporting Information). 

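Of the genes the paper chose, IDI1 (GRCh38 chromosome 10, 1039152 to 1049170) decreased from 34.14 ± 1.61 to 10.10 ± 0.44 (SD, n = 3) in HepG2, a log2 fold change of -1.66 (standard error 0.060, limma adjusted p = 3.72e-08). In LM3 it decreased from 50.45 ± 3.26 to 16.47 ± 0.55 (SD, n = 3), a log2 fold change of -1.56 (standard error 0.061, limma adjusted p = 3.37e-07). ALDH3A1 (chromosome 17, 19737984 to 19748943) decreased from 2.04 ± 0.17 to 0.56 ± 0.08 (SD, n = 3) in HepG2 and from 5.48 ± 0.31 to 1.44 ± 0.07 (SD, n = 3) in LM3, with log2 fold changes of -0.96 and -1.41. Its siFASRL mean was 27.5% of the siNC mean in HepG2 and 26.2% in LM3. HMGCS1 (chromosome 5, 43289395 to 43313512) had log2 fold changes of -1.01 in HepG2 and -1.27 in LM3, and 46.4% and 40.4% of the siNC mean remained. DLD (chromosome 7, 107890970 to 107931730) had log2 fold changes of -1.08 and -0.90, with 45.4% and 52.5% remaining. CPOX (chromosome 3, 98579446 to 98593723) had log2 fold changes of -0.87 and -0.92, with 52.0% and 48.8% remaining. TP53INP2 (chromosome 20, 34704290 to 34713439) had log2 fold changes of -0.86 and -1.41, with 53.8% and 32.1% remaining. In every case all siFASRL values lay below all siNC values (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allows). The highest limma adjusted p among the 6 genes was 1.3e-05, for TP53INP2 in HepG2. ALDH3A1, CPOX and TP53INP2 in HepG2 and DLD and CPOX in LM3 did not reach the fold change threshold. With a pseudocount of 0.1 in place of 1, ALDH3A1 in HepG2 (-1.70) and CPOX in LM3 (-1.02) passed it. HMGCS1 in HepG2 fell short of it under quantile normalization (-0.92), with siFASRL replicate 1 left out (-0.98) and with siNC replicate 1 left out (-0.995). With HepG2 effects centred on the gap near 0 in that line, HMGCS1 (-0.90) and DLD (-0.97) in HepG2 fell short of it.

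**Figure D3:**
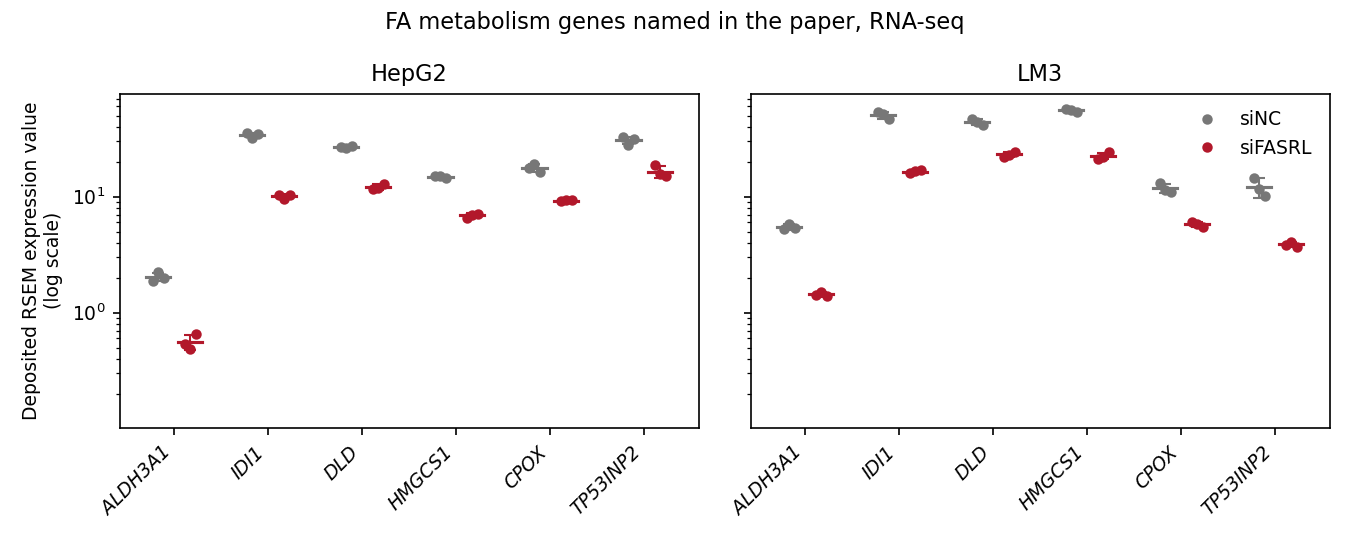
Deposited RSEM values (y axis, log scale) of the 6 genes in HepG2 and LM3, with one dot per replicate, a horizontal line at the mean and error bars of 1 SD (n = 3), siNC in gray and siFASRL in red. For each gene in each line, the 3 siFASRL dots lie below the 3 siNC dots, as for IDI1 in HepG2 with means of 10.10 and 34.14.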

To further validate the RNA‐seq data, qRT‐PCR and Western blot assay were conducted in HCC cells with FASRL knockdown. It was displayed that the mRNA levels (Figure 5E,F) and protein expression of ALDH3A1, IDI1, DLD, HMGCS1, CPOX, and TP53INP2 (Figure 5G) were downregulated in the HepG2 and LM3 cell lines after FASRL expression was knocked down. 

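Of the FA metabolism list, 89 genes were tested by RNA-seq in both HepG2 and LM3. Of these, 56 genes (62.9%) were lower with an adjusted p under 0.05 in both lines, 9 were higher in both and 6 were higher in HepG2 and lower in LM3. None (0 genes) was lower in HepG2 and higher in LM3. Among all 7349 listed genes tested in both lines, 2646 (36.0%) were lower with an adjusted p under 0.05 in both. The genes of the list past the fold change threshold in both lines were ALAD, HMGCS1, IDI1 and REEP6, 4 in number. Under quantile normalization HMGCS1 in HepG2 (-0.92) and ALAD in LM3 (-0.96) fell short of this threshold.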

Our results indicate that the FASRL knockdown downregulated FA metabolism pathway‐related genes in HCC.

**Figure 5:**
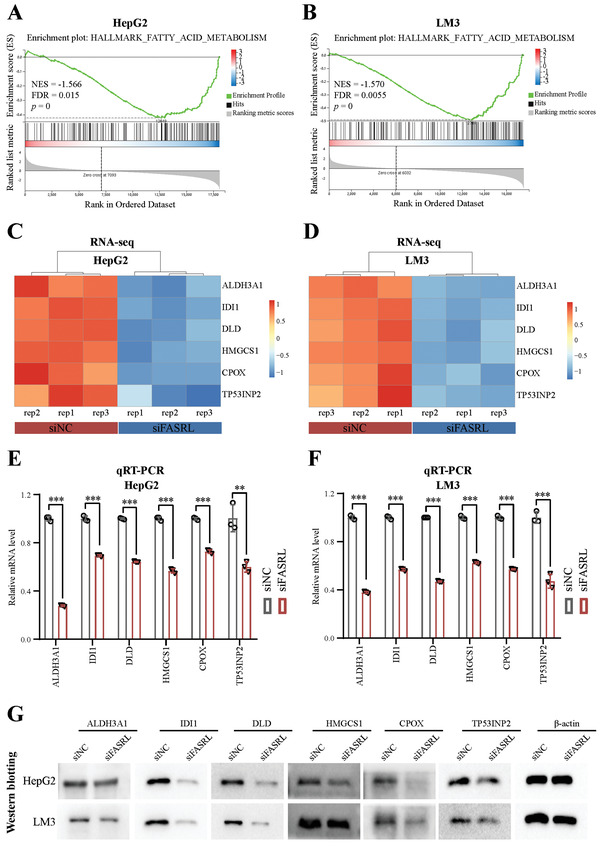
FASRL was involved in the fatty acid metabolism pathway in HCC. GSEA showing that the genes with altered expression after FASRL expression was knocked down in the A) HepG2 and B) LM3 cell lines were enriched in the fatty acid (FA) metabolism pathway. The heatmap showing the genes in the FA metabolism pathway that exhibited significantly altered expression after the knockdown of FASRL expression in the C) HepG2 and D) LM3 cell lines as determined by RNA‐seq. The significantly downregulated mRNA expression of genes in the FA metabolism pathway after the knockdown of FASRL expression in the E) HepG2 and F) LM3 cell lines as measured by qRT–PCR. G) Western blotting showing the altered protein expression of genes in the FA metabolism pathway after FASRL expression was knocked down in the HepG2 and LM3 cell lines. The data are expressed as the mean ± SD. **p < 0.01; ***p < 0.001.

### 2.6 FASRL Interacted with Acetyl‐CoA Carboxylase 1, a Key Rate‐Limiting Enzyme in FA Synthesis, and Then Inhibited Its Phosphorylation

To further explore the proteins that directly interact with FASRL, we used an RNA pull‐down assay combined with mass spectrometry (MS) to identify RNA‐binding proteins (RBPs) that directly interact with FASRL. Compared with the antisense strand (as a control), RNA pull‐down with the sense strand of FASRL identified a specific band at ≈260 kDa as observed by silver staining (**Figure** **6**A). Next, MS revealed that acetyl‐CoA carboxylase 1 (ACACA) was present in the protein fraction pulled down by the FASRL sense strand, which was consistent with the silver staining result (Figure 6B). This protein was further verified to be ACACA through an RNA pull‐down assay combined with a Western blotting (Figure 6C). Then, a RNA immunoprecipitation (RIP) experiment was used to reversely verify that ACACA can bind to FASRL (Figure 6D). RNA fluorescence in situ hybridization (FISH) and immunofluorescence were used to further confirm the colocalization of the lncRNA FASRL and the ACACA protein (Figure 6E). Subsequently, we determined whether FASRL affects the expression of ACACA. The Western blotting results showed that knocking down FASRL expression did not affect the total protein level of ACACA (Figure 6F).

**Figure 6:**
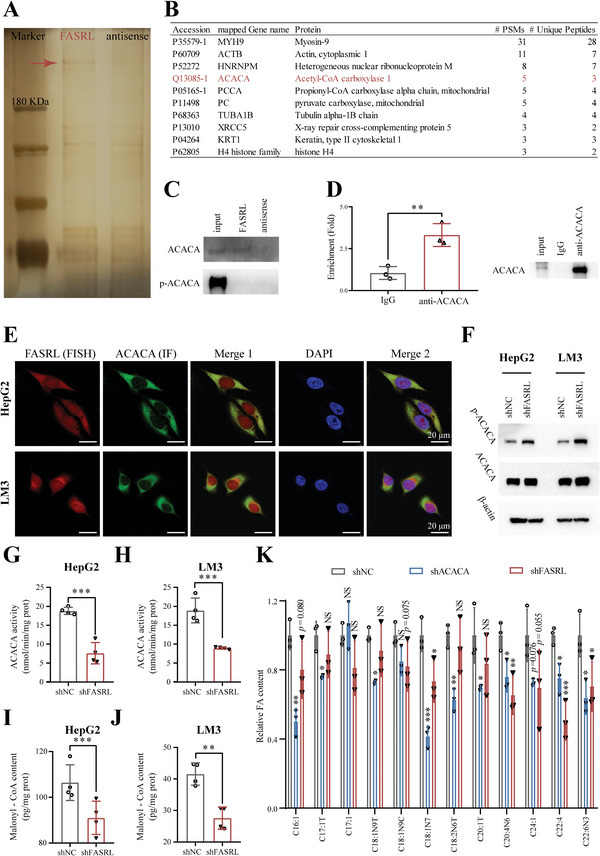
FASRL bound to ACACA and inhibited its phosphorylation, thus promoting FA synthesis in HCC. A) Silver staining of RNA pull‐down fractions. The arrow indicates the specific protein band from the FASRL pull‐down fractions. B) The specific protein in the FASRL pull‐down fractions was identified by mass spectrometry (MS), and the protein marked in red is ACACA. C) Upper panel, Western blotting verified the protein level of ACACA enriched by RNA pull‐down. Bottom panel, Western blotting of p‐ACACA in the input, FASRL, and FASRL antisense samples. D) The RIP experiment showing the binding of ACACA to FASRL by using ACACA antibody (IgG antibody as a control). E) RNA FISH assay of FASRL and immunofluorescence assay of ACACA showing the colocalization of FASRL and ACACA. FISH, fluorescence in situ hybridization; IF, immunofluorescence. Red represents FASRL, green represents ACACA, and merged yellow indicates the colocalization of FASRL and ACACA. F) Western blotting showing the protein contents of ACACA and phosphorylation of ACACA in the HepG2 and LM3 cell lines stably transfected with shFASRL and its control shNC. ACACA enzymatic activity in the shFASRL group and control shNC group in G) HepG2 and H) LM3 cell lines, *n* = 4. Malonyl‐CoA levels in I) HepG2 and J) LM3 cells stably transfected with shFASRL and its control shNC, *n* = 4. K) The contents of fatty acids (FAs) in HepG2 cells stably transfected with shFASRL, shACACA, or shNC. The horizontal axis showing different types of FAs, *n* = 3. The data are expressed as the mean ± SD. NS, non‐significance; *p < 0.05; **p < 0.01; ***p < 0.001.

Previous studies have shown that the phosphorylation of ACACA (Ser79) inhibits its enzyme activity and reduces FA synthesis.^[^ ^23^ ^]^ Interestingly, we found that knocking down FASRL expression increased the level of phosphorylated ACACA (Ser79) (Figure 6F). In addition, we found that FASRL was unable to bind to phosphorylated ACACA (Figure 6C), suggesting that FASRL bound to ACACA and then inhibited its phosphorylation. Notably, ACACA, as a key rate‐limiting enzyme in FA synthesis, is an important protein in FA metabolism and can catalyze acetyl‐CoA to form malonyl‐CoA.^[^ ^24^ ^]^ The ACACA enzymatic activity (Figure 6G,H) and malonyl‐CoA content (Figure 6I,J) were decreased in the HCC cells with FASRL knockdown. To detect the effect of the FASRL–ACACA interaction on the content of FAs, we constructed stable shACACA‐transfected HepG2 cell line to detect their FAs content (Figure S14, Supporting Information). Compared with the control shNC group, we found that several types of FAs were downregulated in both the shFASRL and shACACA groups (Figure 6K). The above results suggest that FASRL bound to ACACA and inhibited its phosphorylation, thus increasing FA synthesis.

### 2.7 FASRL Knockdown Decelerated Lipid Accumulation In vitro and In vivo

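Shorter lists of genes of individual FA pathways, fixed before the RNA-seq values were examined, were also tested for enrichment. Of 30 FA synthesis genes, 22 were tested in HepG2, where 19 were lower after FASRL knockdown, with a normalized enrichment score of -2.10 (gene permutation p = 0.00048, adjusted p = 0.00144). In LM3, 19 of 21 were lower, with a score of -1.85 (gene permutation p = 0.0025, adjusted p = 0.00452). Of 26 FA beta-oxidation genes, 19 were tested in each line. In HepG2, 14 of these were lower, with a score of -1.71 (gene permutation p = 0.015, adjusted p = 0.0263), and in LM3 16 were lower, with a score of -2.00 (gene permutation p = 0.00045, adjusted p = 0.00101). With camera, the adjusted p was 0.146 for FA synthesis and 0.476 for FA beta-oxidation in HepG2, and 0.106 and 0.283 in LM3.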

Interestingly, consistent with the RNA pulldown results, the FA metabolism pathway was enriched by the FASRL knockdown according to our RNA‐seq data, highlighting the importance of FASRL in lipid metabolism in HCC. Lipids in tumors can provide abundant nutrients for tumor cell growth. Therefore, we sought to further explore whether FASRL could promote the accumulation of lipids in tumor cells. First, we used the stable isotope ^13^C_6_‐labeled glucose to trace FA metabolism and found that after the knockdown of FASRL, newly synthesized FAs labeled with ^13^C were significantly reduced (**Figure** **7**A), further suggesting that FASRL interference inhibited de novo FA synthesis. In both HCC cells and HCC tissues, the FASRL knockdown significantly decreased the triglyceride (TG) content (Figure 7B,C). In addition, no differences in either low density lipoprotein (LDL) or high density lipoprotein (HDL) were observed between the FASRL knockdown and control groups (Figure S15A–D, Supporting Information), suggesting that the change in ACACA enzymatic activity did not affect acetyl‐CoA utilization by non‐FA synthesis. Oil red O staining of HCC cells and xenograft tissues was performed to detect lipid droplets, and the results showed that the lipid droplets were significantly reduced in both HCC cell lines and the corresponding xenograft tumors after FASRL expression was knocked down (Figure 7D,E and Figure S16, Supporting Information). Fluorescent labeling of lipid droplets further verified that the number of lipid droplets in HCC cells was significantly reduced after FASRL expression was knocked down (Figure 7F,G, Supporting Information). In summary, both in vivo and in vitro, knocking down FASRL expression can reduce the accumulation of neutral lipids in HCC cells, which is an important reason for the slower growth of HCC cells.

**Figure 7:**
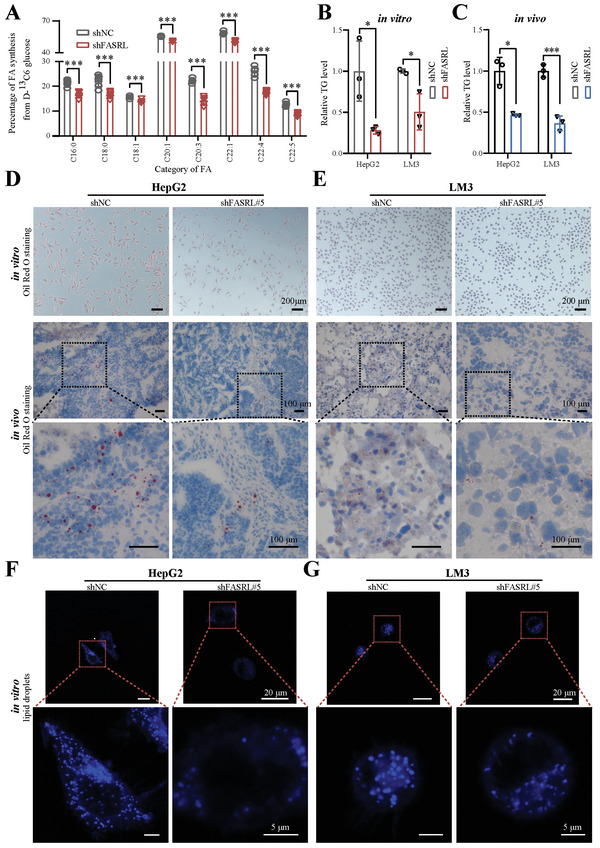
FASRL knockdown suppressed lipid accumulation in HCC in vitro and in vivo. A) Fatty acid (FA) synthesis in D‐glucose‐^13^C_6_‐labeled HepG2 cells stably transfected with shFASRL and its control shNC. The horizontal axis showing different types of FAs, *n* = 6. B,C) The contents of triglyceride (TG) in the shFASRL group and control shNC group in in vitro cells and in vivo models of HCC. D,E) Oil red O staining showing the lipid droplet content in the shFASRL group and control shNC group in vitro cells and in vivo models of HCC. Lipid droplet fluorescence staining showing the lipid droplet content in the shFASRL group and control shNC group in the F) HepG2 and G) LM3 cell lines. The data are expressed as the mean ± SD. *p < 0.05; ***p < 0.001.

### 2.8 The Expression of FASRL, USF1, and ACACA Was Increased, and Their High Expression Indicated a Worse Prognosis in HCC Patients

Subsequently, we explored the expression of FASRL in human HCC samples and found that FASRL expression was significantly upregulated in HCC tissues compared with that in normal liver tissues (**Figure** **8**A). Additionally, FASRL expression was significantly increased in HCC tissues compared with that in paired adjacent normal tissues (Figure 8B). Furthermore, high FASRL expression predicted worse overall survival than low FASRL expression (Figure 8C). Then, we validated the data in two commercial arrays and found that these results were similar to those of the first cohort (Figure 8D–G). Additionally, FASRL expression was higher in fresh HCC samples than that in paired normal tissues (Figure 8H). Similar to the results in HCC tissues, FASRL was more highly expressed in HCC cell lines than that in normal liver cell line (Figure S3B, Supporting Information).

**Figure 8:**
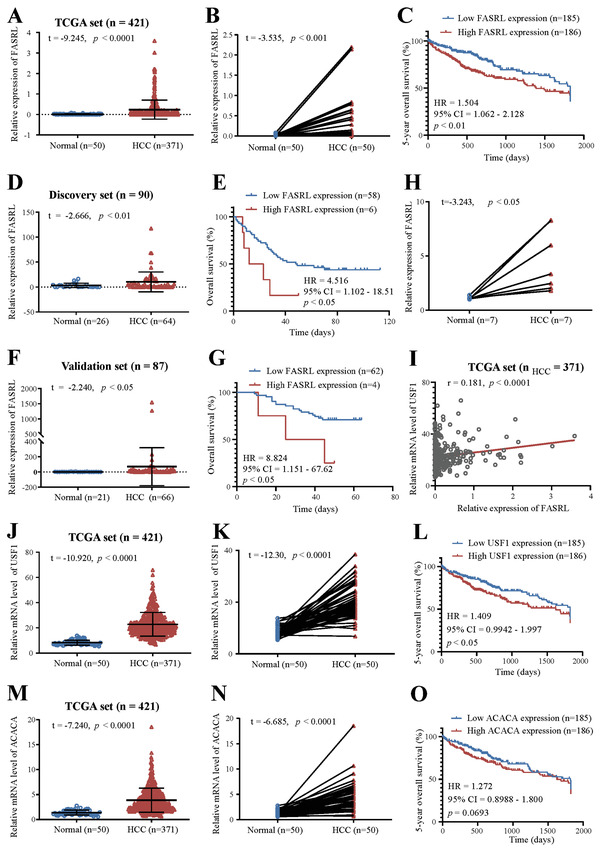
The expression of FASRL, USF1, and ACACA was increased, and their high expression was correlated with a worse prognosis in HCC patients. In the TCGA dataset, A) the relative expression of FASRL in HCC samples and normal liver samples, B) the relative expression of FASRL in paired HCC samples and adjacent samples, and C) the prognosis of HCC patients with high and low FASRL expression. D–G) Based on our discovery set and validation set, D,F) the relative expression of FASRL in HCC samples and normal liver samples, and E,G) the prognosis of HCC patients with high and low FASRL expression. H) FASRL expression in fresh HCC samples and their paired adjacent normal tissues. I) Correlation analysis of the relative expression of USF1 and FASRL in HCC tumor samples. The expression of USF1 and FASRL in HCC tissues was downloaded from TCGA website. *n* for HCC = 371. Based on the TCGA dataset, J) the mRNA level of USF1 in HCC samples and normal liver samples, K) the USF1 mRNA level in HCC samples and corresponding paired adjacent samples, and L) the prognosis of HCC patients with high or low USF1 expression. Based on the TCGA dataset, M) the relative mRNA level of ACACA in HCC samples and normal liver samples, N) the relative mRNA level of ACACA in paired HCC samples and adjacent samples, and O) the prognosis of HCC patients with high and low ACACA expression. The values of *n* and *p* are provided in the panel. The data are expressed as the mean ± SD.

In addition, the expression of the upstream TF USF1 was positively correlated with that of FASRL in HCC samples (Figure 8I). Moreover, USF1 was more highly expressed in HCC tissues than that in normal liver tissues (Figure 8J) and that in paired adjacent normal tissues (Figure 8K). A high expression of USF1 was correlated with a worse prognosis in HCC patients (Figure 8L). Finally, we discovered that ACACA was also more highly expressed in HCC tissues than that in adjacent liver tissues, and its high expression was correlated with a worse prognosis in HCC patients (Figure 8M–O). In summary, these results indicate that FASRL, USF1, and ACACA were all highly expressed in HCC patient samples, and their high expression predicted a worse overall survival in patients.

## 3 Discussion

In the present study, we discovered a new lncRNA, FASRL, whose expression was driven by the upstream TF USF1 via a superenhancer. FASRL expression was upregulated in HCC tissues, and its high expression correlated with a worse overall survival. In vitro, we found that knocking down FASRL expression significantly inhibited proliferation and migration, and promoted apoptosis in HCC cells. Conversely, the overexpression of FASRL promoted proliferation and migration in HCC cells. In vivo, the knockdown of FASRL expression significantly reduced the growth of HCC in nude mice. Mechanistically, we further found that FASRL interacted with the FA synthesis rate‐limiting enzyme ACACA, thus increasing FA synthesis and leading to lipid accumulation.

LncRNAs perform various functions. In the nucleus, lncRNAs can regulate splicing, gene expression in *cis* or in *trans*, and nucleation of subnuclear domains.^[^ ^14^, ^25^ ^]^ In the cytoplasm, lncRNAs can act as miRNA sponges, interact with RBPs, and regulate the translation of specific mRNAs.^[^ ^14^, ^26^ ^]^ Several studies have reported the abnormal expression of lncRNAs in HCC,^[^ ^27^ ^]^ due to aberrant epigenetic regulation to a great extent. As robust epigenetic regulatory elements of genes, superenhancers, which contain a cluster of enhancers, are able to greatly promote the expression of cancer‐promoting genes by interacting with their promoters, thus exacerbating tumor progression. LncRNAs constitute an important class of genes whose expression is specifically driven by aberrant superenhancers in multiple tumors.^[^ ^4^, ^28^ ^]^ Our previous study showed that HCCL5 is a superenhancer‐associated lncRNA regulated by the EMT‐related TF ZEB1, which promotes the EMT process to accelerate malignancy.^[^ ^4^ ^]^ However, studies investigating the mechanism underlying the functions of lncRNAs, especially superenhancer‐associated lncRNAs, are far from sufficient. This work screened and discovered a new lncRNA, FASRL, whose expression was driven by the upstream TF USF1 via a superenhancer.

Binding RBPs to regulate downstream pathways is an important mechanism by which lncRNAs function in cells. We found that FASRL interacted with ACACA and affected the phosphorylation of ACACA (S79). Several other studies have also shown that lncRNAs affect the phosphorylation of the proteins they bind to. For example, highly repetitive satellite III lncRNAs can accelerate the rephosphorylation of SRSF9 under heat stress recovery conditions.^[^ ^29^ ^]^ NF‐KappaB interacting lncRNA (NKILA) can bind to NF‐κB/IκB and inhibit IκB phosphorylation.^[^ ^30^ ^]^ Thus, we hypothesized that FASRL may be recruited as an obstacle of phosphokinases to alter the phosphorylation of the target protein or that FASRL may selectively inhibit protein phosphorylation by binding to the phosphorylation site, which needs to be further confirmed.

ACACA is an important enzyme in lipid metabolism and is the central enzyme that controls de novo FA biosynthesis.^[^ ^24^ ^]^ A review published in 2020 mentioned that lipid metabolism is critical for the occurrence and development of tumors, and targeting lipid metabolism may be a potential therapeutic strategy for tumors.^[^ ^5^ ^]^ Tumor cells naturally consume substantial energy to proliferate rapidly, but this energy is not enough to obtain sufficient lipids from the extracellular space, leading to the reactivation of de novo lipogenesis.^[^ ^31^ ^]^ Our research proves that FASRL increases de novo FA synthesis in HCC cells, accelerates lipid accumulation and contributes to sufficient nutrient levels for HCC development. It is difficult to directly manipulate lipids in tumor cells. In contrast, it would be easier to regulate lipid metabolism by targeting upstream factors, such as FASRL. Therefore, our research is very meaningful considering these aspects.

The phosphorylation of ACACA hinders de novo FA synthesis. It has been reported that liver adipogenesis and liver cancer lesion formation were significantly increased in ACACA (S79) (S212) knock‐in mice, and ACACA phosphorylation by AMPK was prevented.^[^ ^23a^ ^]^ ACACA plays an important role in HCC,^[^ ^23a^ ^]^ prostate cancer,^[^ ^32^ ^]^ non‐small cell lung cancer,^[^ ^23c^ ^]^ and breast cancer^[^ ^33^ ^]^ by promoting adipogenesis. These studies revealed that ACACA and its phosphorylation can be used as drug targets to inhibit tumor growth. The small molecule drug ND‐654, which targets ACACA, was reported to mimic ACACA phosphorylation and inhibit tumor growth, revealing that ND‐654 can serve as a potential drug for the treatment of HCC.^[^ ^23a^ ^]^ Additionally, ND‐646 can inhibit tumor growth by targeting ACACA in non‐small cell lung cancer.^[^ ^23c^ ^]^ In contrast, this discovery may be a novel and easily controlled way to promote ACACA phosphorylation. Thus, downregulating the expression of FASRL or its upstream TF may reduce the binding of FASRL to ACACA, thus decelerating HCC progression.

As previously mentioned, this work found that USF1 can drive FASRL expression via a superenhancer. Consistent with a previous report showing that USF1 increases liver lipid accumulation,^[^ ^34^ ^]^ the present work showed that the increased FA biosynthesis due to FASRL was driven by USF1, which is another mechanism by which USF1 increases the lipid contents. Thus, superenhancer‐associated FASRL expression driven by USF1 promoted tumor progression through the interaction between FASRL and ACACA to increase FA synthesis. Therefore, we are likely to develop drugs that inhibit the TF USF1 or superenhancers to reduce the expression of FASRL or inhibit the binding of FASRL and ACACA to reduce FA synthesis and ultimately achieve the goal of inhibiting HCC.

In summary, we identified a new FA synthesis‐related lncRNA, FASRL, whose expression is driven by the TF USF1 through a superenhancer. FASRL increases de novo FA biosynthesis by interacting with ACACA and then leads to lipid accumulation to exacerbate HCC progression (Figure S17, Supporting Information). In addition, FASRL can be used as a potential target for inhibiting HCC.

## 4 Experimental Section

### Human HCC Cell Lines

The HepG2 cell line was purchased from BlueFBio Biology Technology Development Corporation (Shanghai, China), and the LM3 and LO2 cell lines were purchased from FuHeng Biology Corporation (Shanghai, China). The Huh7 and PLC cell lines were kept in our laboratory. These five cell lines were cultured in DMEM (GIBCO, C11995500BT) or 1640 (GIBCO, C11875500BT) supplemented with 10% fetal bovine serum (Biological Industries, 04‐001‐1ACS) in an incubator at 37 °C in 5% CO_2_. The cell lines were verified by a short tandem repeat analysis.

### Chromatin Immunoprecipitation Sequencing and ChIP–qPCR

For ChIP‐seq or ChIP–qPCR, ≈100 mg samples of tissues were sliced and then dispersed adequately with a hand disperser (Kinematica AG, POLYTRON^TM^ PT1200E). Dispersed tissues or 1 × 10^7^ fresh PLC cells were crosslinked with 1% formaldehyde for 45 or 10 min, respectively, neutralized with 125 mm glycine at room temperature, and then sonicated with a Bioruptor Plus sonicator (Diagenode, Belgium) at 4 °C. Sheared chromatin was incubated with 10 µg H3K27ac antibody (Abcam, ab4729) and Protein A/G magnetic beads (Pierce, 88803) with rotation at 4 °C overnight. The samples were washed and decrosslinked at 65 °C overnight.

For ChIP‐seq, purified DNA was used to construct a library and then sequenced by BGI Genomics (Shenzhen, China). For ChIP–qPCR of H3K27ac (Abcam, ab4729) and USF1 (Santa Cruz Biotechnology, sc‐390027X), purified DNA was used for quantitative RT–PCR (qRT–PCR). The primers used for qRT–PCR are shown in Table S3, Supporting Information.

The raw H3K27ac ChIP‐seq data from HepG2 cells were downloaded from the ENCODE database, and those from Huh7 cell line and our previous study with the LM3 cell line were downloaded from the Gene Expression Omnibus (GEO) database. Our raw data and the downloaded raw data were checked by FastQC, aligned to the genome by Bowtie, and peak‐called by using MACS. The rank ordering of superenhancers (ROSE) algorithm (https://bitbucket.org/young_computation/rose) was used to calculate and identify superenhancers, and IGV was used to visualize the identified peaks. The accession information of downloaded sequencing data is shown in Table S4, Supporting Information.

### Chromatin Interaction Analysis by Paired End Labeling Data Analysis

The original sequencing data from a ChIA‐PET in the HepG2 cell line were downloaded from the ENCODE database as previously described.^[^ ^4^ ^]^ In brief, the ChIA‐PET sequencing data of two biological replicates were merged and processed, including linker trimming, read alignment, duplicate removal, peak calling, and chromatin loop calling through ChIA‐PET2.^[^ ^35^ ^]^ Quality control of the ChIA‐PET data was performed by Trimmomatic‐0.33. Finally, WashU Epigenome Browser (http://epigenomegateway.wustl.edu/browser/) was used to generate the identified interaction circle.

### Cell Nuclear and Cytoplasmic Separation

The nuclear and cytoplasmic separation was conducted by an AmbionTM PARIS Kit (Thermo Fisher Scientific, AM1921). In brief, up to 1 × 10^7^ freshly cultured HepG2 and LM3 cells were collected and washed twice with precooled PBS. The cells were then resuspended in 500 µL ice‐cold Cell Fractionation Buffer and incubated for 10 min on ice. Then, the cells were centrifuged at 500 g at 4 °C for 5 min, the cytoplasm was carefully aspirated from the supernatant, and the nucleus was lysed by using Cell Disruption Buffer from the pellet. Finally, the cytoplasmic lysates and nuclear lysates were used for RNA isolation.

### RNA Extraction and qRT–PCR Analysis

According to the manufacturer's instructions, the total RNA was extracted with an RNA Quick Purification Kit (ESscience, RN001). Using the PrimeScript RT Reagent Kit with gDNA Eraser (Takara Bio, RR047A), cDNA was obtained from 1 µg RNA by reverse transcription. A LightCycler 480 SYBR Green I Master Mix (Roche, 4887352001) was used for qRT–PCR to evaluate the RNA expression level. The primer sequences used for qRT–PCR are shown in Table S3, Supporting Information.

### Western Blotting

For the Western blotting, total cell lysates were prepared by extraction in RIPA buffer supplemented with 1% protease inhibitor (Bimake, B14002) and 1% phosphatase inhibitor (Bimake, B15002). The cell lysates were boiled at 100 °C for 10 min, separated by SDS‐polyacrylamide gel electrophoresis (PAGE) and transferred to PVDF membranes. Then, the membranes were blocked with 5% skim milk. Immunoblotting was performed with the corresponding primary antibodies. After incubation with HRP‐conjugated secondary antibodies, Western blot images were captured on a SmartChemi^TM^ 610 (Beijing SinSage Technology Co., Ltd., China). The following primary antibodies were used: TP53INP2 (1:1000; Abcam, ab273 012), ALDH3A1 (1:1000; Abcam, ab129 022), IDI1 (1:1000; Abcam, ab205617), DLD (1:1000; Abcam, ab133551), HMGCS1 (1:500; Proteintech, 17643‐1‐AP), CPOX (1:1000; Abcam, ab169766), ACACA (1:5000; Abcam, ab109368), USF1 (1:10 000; Abcam, ab125020), p‐ACACA (1:1000; Cell Signaling Technology, 11818T), β‐tubulin (1:2000, Beyotime Biotechnology, AF1216) and β‐actin (1:3000; TransGen Biotech, HC201‐01).

### Cell Proliferation Assay

In total, 2.5 × 10^3^ HepG2 cells and 1.5 × 10^3^ LM3 cells per well were seeded in a 96‐well plate with 100 µL of medium supplemented with 1% fetal bovine serum (Biological Industries, 04‐001‐1ACS). A CCK‐8 assay kit (Dojindo, CK04) was used to measure cell proliferation every 2 days for a total of three times.

### EdU Assay

An EdU Cell Proliferation Kit with Alexa Fluor 488 (Epizyme Biomedical Technology, CX002) was used to assess cell proliferation ability. HCC cells (1 × 10^5^) were seeded into individual wells. Then, they were incubated with 10 µm EdU buffer at 37 °C for 2 h, fixed with 4% formaldehyde for 15 min and permeabilized with 0.1% Triton X‐100 for 15 min. Click reaction solution was added to the wells and was followed by the addition of Hoechst 33342 to stain the nucleus. A Leica ultrahigh‐resolution microscope (Leica SP8 STED 3X, Germany) was used for imaging.

### Small Interfering RNA Transfection

The HepG2 and LM3 cell lines were transfected with siRNA to knock down gene expression. The sequences of the siRNAs are listed in Table S5, Supporting Information. siRNAs were transfected into HCC cells using Lipofectamine RNAiMAX Transfection Reagent (Invitrogen, 13778150) according to the manufacturer's instructions. The volume ratio of 20 µm siRNA and RNAiMAX was 1:1. Then, RNA was harvested from the cells 48 h after the siRNA transfection, and protein was harvested from the cells 72 h after the siRNA transfection.

### Construction and Transfection of shRNA Vectors

The shRNA plasmids targeting FASRL (shFASRL#1 and shFASRL#5), USF1 (shUSF1), ACACA (shACACA), and one scramble control shRNA plasmid (shNC) were constructed in the pLKO.1 shRNA expression vector, respectively. The above plasmids were transfected into 293T cells with polyethyleneimine (PEI; Polysciences, 23966‐1G) along with the lentiviral packaging plasmids psPAX2 and pMD2.G. The produced lentiviruses that were released into the supernatant of the cultured 293T cells were then collected and condensed. These condensed lentiviruses were added to HCC cell lines with the viral‐transducing enhancer hexadimethrine bromide (Beyotime, C0351). Finally, positive cells transfected with shFASRL, shUSF1, shACACA, or shNC were selected with puromycin (Solarbio, P8230). The sequences for the vector construction are provided in Table S6, Supporting Information.

### Construction of FASRL‐Overexpressing Stable Cell Lines

The full‐length sequence of FASRL was cloned into the pcDNA3.1 vector. Next, 1 µg pcDNA3.1‐ FASRL overexpression vectors or corresponding empty vectors were transfected into cells that had been cultured in a 6‐well plate with 3 µL of ViaFect Transfection Reagent (Promega, E4982). After transfection for 48 h, G418 (0.7 mg mL^−1^ for HepG2 cell line, 1 mg mL^−1^ for LM3 cell line) was added to the cell cultures, which were cultured for another 2 weeks or more. Stably expressing cells were selected for subsequent experiments.

### Transwell Migration Assay

In total, 8 × 10^4^ HepG2 cells or 4 × 10^4^ LM3 cells were added to a top chamber in serum‐free DMEM. DMEM supplemented with 20% FBS was added to the bottom chamber. The top chamber was stained with 0.1% crystal violet for 10 min and washed with ddH_2_O. A microscope (Nikon NI‐U, Japan) was used to capture the migrated cells on the lower surface of the membrane in the top chamber.

### Nude Mouse Tumor Xenograft Assay

The protocol for the nude mouse tumor xenograft assay was approved by the Institutional Animal Care and Use Committee of Sun Yat‐sen University, and followed the animal ethics and welfare guidelines (2021000060). Briefly, 5 × 10^6^ HepG2 cells and 1 × 10^6^ LM3 cells stably transfected with shFASRL or shNC vectors were subcutaneously injected into 4‐week‐old BALB/c male nude mice (eight nude mice per group). The tumor sizes were measured with a Vernier caliper. The tumor size was calculated by using the following formula: tumor volume (mm^3^) = length (mm) × width^2^ (mm^2^)/2. To comply with the tumor size required by the animal ethics, 1000 mm^3^ of tumor volume was used as a surrogate end point for survival to generate Kaplan–Meier curves. After the mice in each group were sacrificed by cervical dislocation, the xenograft tumors were extracted, imaged, and weighed. The tumors were then fixed in 4% paraformaldehyde and embedded in paraffin for H&E and Ki‐67 staining. Image J 1.52a was used to calculate the intensity and area of Ki‐67 staining for evaluating the proliferation of tumor cells in xenograft tumors.

### Dual‐Luciferase Reporter Assay

Five components (E1‐E5) of the superenhancer of FASRL and negative control (NC) were separately inserted into a pGL3‐promoter vector. The sequences of the enhancer are shown in Table S7, Supporting Information. HepG2 and LM3 cells were seeded in 6‐well culture dishes. The cells were cotransfected with 2 µg vectors (pGL3‐promoter, NC, E1, E2, E3, E4, or E5) and 0.2 µg pRL‐TK (for normalization) by using 6 µL ViaFect Transfection Reagent (Promega, E4982). After transfection for 48 h, a Dual‐Luciferase Reporter Assay System (Promega, E1910) was used to measure the luciferase activities. The ratio of firefly luciferase activity to Renilla luciferase activity was standardized to determine enhancer activity.

### RNA Fluorescence In Situ Hybridization and Immunofluorescence Analysis

RNA FISH was performed in HCC cells using the Ribo Fluorescent In Situ Hybridization Kit (RIBOBIO, China) according to the kit's manual. For immunofluorescence, the cells were fixed with 4% paraformaldehyde, permeabilized with 0.5% Triton X‐100 and blocked with 5% BSA. Then, the cells were incubated overnight with primary antibodies at 4 °C and then with fluorescent secondary antibodies at room temperature. The nucleus was stained with DAPI (Beyotime, C1002). An LSM 880 confocal laser scanning microscope (Zeiss LSM 800 with Airyscan, Germany) was used to photograph the fluorescence signals.

### RNA Pull‐Down Assay and Mass Spectrometry

The full‐length sense and antisense sequences of the FASRL fragment were cloned into the pcDNA3.1 vector using the HindIII restriction enzyme (Thermo Fisher Scientific, FD0504) and XhoI restriction enzyme (Thermo Fisher Scientific, FD0694). A TranscriptAid T7 High Yield Transcription Kit (Thermo Fisher Scientific, K0441) was used to transcribe the full‐length sense and antisense RNA sequences of FASRL in vitro, and then, these sequences were purified using a GeneJET RNA Purification Kit (Thermo Fisher Scientific, K0731). A Pierce RNA 3′ End Desthiobiotinylation Kit (Thermo Fisher Scientific, 20163) was used to label the purified sense and antisense RNA sequences of FASRL with desthiobiotin at the 3′ end. Next, the lncRNA–protein complexes were purified by a Pierce Magnetic Pull‐Down Kit (Thermo Fisher Scientific, 20164) and separated by SDS‐PAGE. The separated proteins were stained with a Fast Silver Stain Kit (Beyotime, P0017S), and then, MS was performed to identify the specific proteins that bound to the FASRL. Finally, immunoblotting was used to verify that the proteins interacted with FASRL.

### RNA Immunoprecipitation Assay

The RIP assay was performed using a Magna RIP RNA‐Binding Protein Immunoprecipitation Kit (Merck Millipore, 17–700) according to the manufacturer's instruction. ACACA antibody (Proteintech, 21923‐1‐AP) or Normal Rabbit IgG antibody (Cell Signaling Technology, 2729S) were incubated with protein A/G magnetic beads (MCE, HY‐K0202‐1 mL) for 1 h at room temperature and then used to precipitate RNA targets from total HepG2 cell lysates. The precipitated RNA was assessed by qRT–PCR to measure the amount of FASRL. The primers used for qRT–PCR are shown in Table S3, Supporting Information.

### RNA‐Seq Analysis and Gene Set Enrichment Analysis

Total RNA was extracted from the HepG2 and LM3 cell lines by using the TRIzol method and then reverse transcribed into double‐stranded cDNA. The double‐stranded cDNA was denatured and circularized by the splint oligo sequence to generate the final library. The RNA‐seq libraries were prepared for sequencing at BGI Genomics (Shenzhen, China).

For RNA‐seq analysis, the raw sequencing data were filtered with SOAPnuke (v1.5.2)^[^ ^36^ ^]^ by removing adapters, low‐quality bases, and unknown bases to obtain clean data in FASTQ format and then mapped to the reference genome using HISAT2 (v2.0.4).^[^ ^37^ ^]^ The clean reads were aligned to the reference coding gene set with Bowtie2 (v2.2.5),^[^ ^38^ ^]^ and the expression level of the gene was computed with RSEM (v1.2.12).^[^ ^39^ ^]^

Differential expression analysis was performed using DESeq2 (v1.4.5)^[^ ^40^ ^]^ with a *Q* value corrected with a rigorous threshold (*Q* value ≤ 0.05) by Bonferroni correction. The *Q* value was adjusted for multiple testing using the procedure of Benjamini and Hochberg. A heatmap was constructed with the package pheatmap (v1.0.8) according to the gene expression in different samples.

GSEA^[^ ^41^ ^]^ was applied to statistically identify differences in the hallmark biological pathways between the two groups. A GSEA was performed using the online GSEA software provided by BGI‐genomics, which uses predefined gene sets from the Molecular Signatures Database (MSigDB v5.0). In the present study, we used HALLMARK gene sets from MSigDB for GSEA and a list of genes ranked based on a score calculated as log10 of the *p*‐value multiplied by the sign of the fold change. The minimum and maximum criteria for the selection of gene sets from the collection were 10 and 500 genes, respectively.

### Oil Red O Staining

Tissues or cells were fixed with 4% paraformaldehyde for 10 min, washed for 5 min, and then dyed with Oil red O dye solution for 10–15 min (the Oil red O dye solution was prepared by mixing Oil red O saturated solution with distilled water at a ratio of 6:4). The tissues were washed with 60% isopropanol for 1 min. For the cells, this washing step was omitted. The tissues or cells were washed with distilled water, counterstained with Mayer hematoxylin, washed with distilled water for 1–3 min, and then covered with glycerine gelatin. A microscope (Nikon NI‐U, Japan) was used to capture images.

### Triglyceride Quantification

HCC xenografts from nude mice or cell lines were fully lysed in absolute ethanol, and the TG concentrations were measured with a Triglyceride Assay Kit (Nanjing Jiancheng Bioengineering Institute, A110‐1‐1). The data were normalized to the tumor weights or the cell concentrations as appropriate.

### Lipid Droplet Fluorescence Detection

The lipid droplet fluorescence detection was performed with a Lipid Droplet Assays Kit‐Blue (Dojindo Laboratories, LD05). Briefly, HepG2 cells were washed twice with HBSS. After the working solution was added to the cells, the cells were incubated in a 37 °C, 5% CO_2_ incubator for 2 h. Then, the cells were washed twice with HBSS, and images were captured by a Leica ultrahigh‐resolution microscope (Leica SP8 STED 3X, Germany).

### ACACA Enzymatic Activity Assay

The ACACA enzyme activity assay was performed according to the protocol of the Human ACC ELISA Kit (AIDISHENG, ADS‐W‐ZF016‐96). HCC cells (5 × 10^6^) were added to 1 mL extraction solution and disrupted with sonication on ice. The supernatant was obtained after centrifugation of the mixture at 12 000 rpm and 4 °C for 10 min. The protein concentration (*Cpr*) was measured via a BCA Protein Assay Kit (CWBIO, CW0014). The supernatant (10 µL) was added to a 96‐well plate, and reagent 1, reagent 2, reagent 3, and reagent 4 from the kit were sequentially added. After incubation at 37 °C for 10 min, reagent 5 was added, and the contents were mixed. The absorbance was measured immediately at 340 nm (value *A1*) and after 10 min at 340 nm (value *A2*) using a microplate reader (Tecan, Spark10M). ACACA enzymatic activity (nmol/min/mg prot) = [Δ*A* ÷ (*ε* × *d*) × *V*2 × 10^9^] ÷ (*V*1 × *Cpr*) ÷ *T* = 643.1 × Δ*A* ÷ *Cpr*, where Δ*A* = *A*1 − *A*2; *ε* is the NADH molar extinction coefficient, 6.22 × 10^3^ L mol^−1^ cm^−1^; *d* is the light diameter of the 96‐well plate, 0.5 cm; *V*1 is the sample volume, 0.01 mL; *V*2 is the total volume of reaction system, 0.2 mL; and *T* is the reaction time, 10 min.

### Determination of Malonyl‐CoA, Low Density Lipoprotein, and High Density Lipoprotein Content by ELISA

Malonyl‐CoA, LDL, and HDL contents were measured by ELISA kits (malonyl‐CoA: Meimian, MM‐51489H1; LDL: Meimian, MM‐1209H1; HDL: Meimian, MM‐1247H1). Cells were lysed by sonication with 200 W power, 3 s sonication, and 10 s intervals 30 times on ice. The lysates were centrifuged at 12 000 rpm and 4 °C for 10 min to obtain the supernatant. The protein concentration of the supernatant was measured with a BCA Protein Assay Kit (CWBIO, CW0014). Supernatant with a fivefold dilution was added to ELISA plates precoated with specific antibodies. After incubation of the supernatant at 37 °C for 30 min, 50 µL of enzyme labeling reagent was added and reacted with 50 µL chromogenic reagent A and 50 µL chromogenic reagent B. Reactions were terminated by adding 50 µL stop reagent, and the absorbance at 450 nm was measured within 15 min using a microplate reader (Tecan, Spark10M).

### Determination of Fatty Acids by Gas Chromatography‐Mass Spectrometry Analysis

HepG2 cells stably transfected with shFASRL, shACACA, or shNC were harvested, and FAs were extracted. Gas chromatography‐mass spectrometry (GC‐MS) analysis was performed by BioNovoGene (Suzhou, China).

### Determination of Glucose Incorporation into De Novo Fatty Acid Synthesis by Liquid Chromatography‐Mass Spectrometry Analysis

HepG2 cells (5 × 10^6^) were washed twice with PBS and incubated with 10 mL culture medium containing 10% FBS, 90% glucose‐free DMEM, and 25 mm d‐glucose‐^13^C_6_ (MCE, HY‐B0389A) for 24 h. After the culture medium was removed, the cells were washed twice with precooled PBS, mixed with 1 mL precooled methanol, and collected via scraping for liquid chromatography‐mass spectrometry (LC‐MS) analysis. For LC‐MS analysis, an ACQUITY UPLC HSS T3 column (Waters, Ireland) was used for reversed‐phase chromatographic analyses. An ultra‐performance liquid chromatography system (Agilent Technologies, Agilent 1290 II) coupled to a quadrupole‐TOF MS instrument (AB SCIEX, 5600 Triple TOF Plus) was applied to acquire metabolome data. The information‐dependent acquisition mode was applied for MS/MS analyses of the metabolites. Data acquisition and processing were performed with Analyst^TM^ TF 1.7.1 software (AB SCIEX, Canada).

### Clinical Samples

HCC fresh tissues were collected from Sun Yat‐Sen Memorial Hospital (Guangzhou, China) with written informed consent from patients, and the procedures were approved by the Institutional Review Board of the Sun Yat‐sen Memorial Hospital of Sun Yat‐sen University (SHY JS‐CP‐1707013). HCC specimens (seven tumor samples and seven matching samples of adjacent normal tissues) were obtained from patients, quickly processed to ensure the quality of the clinical samples, and stored at −80 °C. Commercial HCC and tumor‐adjacent liver tissue cDNA arrays (HLivH090Su01 and HLivH087Su02) were purchased from OUTDO (Shanghai Outdo Biotech Company, China) and were approved by the Ethics Committee of Shanghai Outdo Biotech Company. The discovery set (HLivH090Su01) contains 64 cancer tissues and 26 adjacent nontumorous liver tissues from HCC patients. The validation set (HLivH087Su02) contains 66 cancer tissues and 21 adjacent nontumorous liver tissues from HCC patients. Survival data in the discovery set and validation set were provided by OUTDO (Shanghai Outdo Biotech Company, China). In addition, the RNA‐seq and clinical data, including survival information of the 371 of HCC samples (no metastases) and RNA‐seq data of 50 adjacent normal liver samples, were downloaded from the TCGA website (https://cancergenome.nih.gov/).

### Survival Analysis

In TCGA set, according to the median expression of FASRL, USF1, and ACACA, HCC patients were divided into high and low expression groups. In discovery set and validation set, according to the best cutoff value of FASRL expression determined by using X‐tile software,^[^ ^42^ ^]^ the HCC patients were divided into the following two groups: high and low FASRL expression groups. Overall survival was defined as the time from the date of surgery to death or last follow up. Kaplan–Meier curve was constructed for overall survival analysis using a Gehan–Breslow–Wilcoxon. All survival‐related plots were generated using GraphPad Prism 8.0.1 software.

### Statistical Analysis

All analyses were performed with SPSS 17.0. All the values were expressed as the mean ± SD. All experiments with cell lines were repeated at least three times, and representative data were shown. For comparisons between two groups, the data were first checked for homogeneity of variance and the significance of differences was determined by Student's *t*‐test. A one‐way analysis of variance (ANOVA) with proper post‐hoc tests was used for the comparisons among three or more groups. Significance is indicated as follows: NS, non‐significance; *p < 0.05; **p < 0.01; ***p < 0.001. The value of *n* in each legend represents the number of repetitions or the sample size. ImageJ 1.52a was used for the quantification of histology. The *p*‐values, *n* values, and precision measures are provided in the corresponding figure legends.

## Conflict of Interest

The authors declare no conflict of interest.

## Authors Contribution

Study concept and design: L.P.; acquisition of data: J.‐Y.P., D.‐K.C., R.‐L.Z., and C.‐Y.Z.; analysis and interpretation of data: J.‐Y.P. and L.P.; drafting of the manuscript: J.‐Y.P.; critical revision of the manuscript for important intellectual content: L.P., X.‐Q.Y., and S.‐F.C.; statistical analysis: L.P.; obtained funding: L.P., S.‐F.C., and X.‐Q.Y.; administrative, technical, or material support: L.P. and G.‐C. L.; study supervision: L.P. and X.‐Q.Y.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The raw sequencing data generated in this study are available in NCBI GEO under the accession number GSE206549. The H3K27ac ChIP‐seq data of PLC cells are stored in GEO under the accession number GSE206547; the RNA‐seq data of HepG2 and LM3 cells transfected with siFASRL or siNC are stored in GEO under the accession number GSE206548.

How the deposited data were processed for this re-analysis (not part of the article)

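RNA-seq was analysed for 12 libraries of the HepG2 and LM3 cell lines, each transfected with siFASRL or siNC in 3 replicates and harvested 48 h after transfection. Condition and replicate of each library were taken from the sample labels and the paper. The replicate numbers come from the sample labels, and nothing in the paper says that same-numbered siFASRL and siNC replicates were handled together.

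The authors filtered the reads with SOAPnuke (v1.5.2), mapped them to the genome with HISAT2 (v2.0.4), aligned them to a reference coding gene set with Bowtie2 (v2.2.5) and computed expression per gene with RSEM (v1.2.12). The deposited values are the authors' normalized RSEM values with 2 decimals, and neither the paper's text nor the files say whether they are FPKM or TPM. The authors tested differential expression with DESeq2 (v1.4.5). The paper's methods name both a Bonferroni correction and the Benjamini-Hochberg procedure. Whether the counting used strand is not stated in the paper's text, so reads of genes that overlap on opposite strands, such as FASRL and NOB1, cannot be told apart here. The chromosome names in the files are those of GRCh38, and coordinates in the text are from GENCODE v29 on GRCh38 or the RefSeq gene table. Of the 8842 listed genes, 8790 were found by gene identifier in that table. The symbols of 17 genes had been turned into dates in the files and were restored from the gene identifiers. The table of the library HepG2 siFASRL replicate 3 also holds 6 columns that repeat the LM3 values for all 8842 genes. These were not used as further measurements.

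The listed genes are a subset. HepG2 effects leave a gap between -0.20 and -0.04 on the log2 scale that LM3 effects do not have, and this was noticed only when the effects were plotted. Genes inside the gap are nearly absent, while genes on both sides of it, close to 0 included, are listed. If the list was chosen by change in HepG2, the share of genes with a low adjusted p in HepG2 and the Benjamini-Hochberg adjustment are over preselected genes. Counts for LM3 and for both lines cover only genes on this list. The backgrounds of the enrichment tests and the correlation between lines lack the genes in the gap, and other splits of the samples are tested on the same list.

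The design fixed before the data were examined named a count test, with limma as the fallback for values that are not counts. Since no counts were used here, limma (3.58.1, in R 4.3.3) on log2(value + 1) was the main test, for genes with a value of at least 1 in at least 3 samples of the fit, with Benjamini-Hochberg adjustment. It was fitted on the 6 libraries of each cell line separately. The difference between the lines was tested as an interaction in one fit of all 12 libraries. A gene was called past the threshold with an absolute log2 fold change of at least 1 and an adjusted p under 0.05, as in the paper. Single genes were also compared by a two-sided exact permutation test, whose smallest p with 3 replicates against 3 is 0.1. Genes shared by both lines were compared with chance by a one-sided Fisher's exact test.

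Enrichment was computed with fgsea (1.28.0) with 10000 gene permutations, enrichment weight 1 and lists of 10 to 500 genes, with camera and fry from limma beside it. The 9 gene lists were written down before the data were examined and were not compared with MSigDB. Genes named in the text follow a rule fixed before the data were examined. They are the 6 genes of Fig. 5, FASRL with its neighbors NQO1 and NOB1, ACACA and USF1, the 5 genes per direction that passed the threshold in both lines without overlap of the groups and had the largest mean change, and per line the 5 genes of the FA metabolism list with the lowest p among those past the threshold. Genes outside this rule (NES, and members of the ribosomal protein family) were named after their values were seen.

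The fits were tested on simulated data. With 200 genes changed by known fold changes, 100.0% were recovered among 8115 genes in HepG2 and 99.0% among 7504 genes in LM3. The interaction test recovered 100.0% of 200 among 8262 genes, with 20 false calls. Every planted change was larger than the fold change threshold, lay in genes away from low values, and left all other genes unchanged. High recovery was therefore likely from the start. It says little about genes near the threshold or about data in which most genes change. A search for short sequences in 3′ UTRs of 7164 genes ranked a planted sequence at the top in 5 of 5 simulations.

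The depth per library is unknown, because the deposited values are not counts, and no counting error or detection floor is given. The precision of a value is taken from the spread of the 3 replicates. Alternatives tried were the pseudocount, the filter on low values, the fold change threshold, the adjustment, the replicate block, a joint fit, the scaling of the values, the ranking and weight of the enrichment score, subsets of the FA metabolism list, and leaving out each replicate in turn. Figures were drawn with matplotlib (3.10.9), and tables were read with pandas (2.3.3) in Python (3.11.15). qRT-PCR, Western blot, ChIP-seq, tissue and animal data, Tables S1, S2 and S5 and Fig. S13 were not used here.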

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

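Of the tests in this part, the comparisons with other splits of the samples, the test of the ribosomal protein genes, the sequence match of RPLP0 and the test of correlation within gene lists were chosen only after the results were seen.

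The effect of FASRL knockdown differed between HepG2 and LM3 for 3868 of 8285 tested genes (46.7%) at a limma interaction adjusted p under 0.05. For 401 of these the difference was at least 1 on the log2 scale. For 390 the effects had opposite directions, each with a limma adjusted p under 0.05 within its own line. Of the 16 combinations of splits that part all same-numbered replicates, 2 gave as many genes, the real one and one with 5035 genes in which the HepG2 labels were the real ones. In a combination where only one line keeps its labels, the knockdown effect in that line counts as a difference between the lines. The 9 combinations with other labels in both lines gave 0 genes each, and between 0 and 57 genes at an unadjusted p under 0.05. These 9 have siFASRL and siNC libraries on both sides of each split, so a knockdown effect widens the spread there. Their 0 genes are therefore no independent support for the real combination. The design does not allow a share under 0.05 that would set the real combination apart. Selection of the listed genes for change in HepG2 bears on this number too, since it is counted over those genes.

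Among the 24 listed genes picked by the naming rule, 17 differed between the lines. NES, which was named outside the rule and is not counted here, differed by -2.825 (limma interaction adjusted p = 1.19e-10). LM3 effect minus HepG2 effect, on the log2 scale, was negative for IL6 (-1.07), IDH1 (-1.17), RND3 (-0.79), CREB3L3 (-0.78), CYR61 (-0.78), TP53INP2 (-0.55), ALDH3A1 (-0.45), TMEM37 (-0.41), IL11 (-0.33), HMGCS1 (-0.27) and MSMO1 (-0.25). It was positive for ALDH1A1 (1.85), RPLP0 (0.77), ACAA2 (0.61), GLUL (0.53), NOB1 (0.43) and REEP6 (0.39). For ALDH1A1 the difference comes from LM3 listing the gene at 0 or at most 0.04, which leaves nothing to decrease. The pseudocount was tested as an explanation. With 0.1 in place of 1, 14 of the 17 kept an interaction adjusted p under 0.05, and ALDH3A1, HMGCS1 and IL11 lost it. Normalization was tested with median-of-ratios scaling, under which 15 kept it, and IL11 and MSMO1 lost it. Under this scaling DLD (adjusted p from 0.1 to 0.0261) and ALAD (from 0.155 to 0.0456) fell under 0.05. For the other genes among the 17 neither setting removes the difference. A difference in biology between the lines may remain as an explanation. The count of splits is too coarse to exclude an effect of how the samples were grouped.

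Large changes were found in genes outside those the paper discusses, with all 3 siFASRL values on one side of all 3 siNC values in both lines. The log2 fold changes in HepG2 were 4.23 for IL6, 3.06 for CYR61, 2.38 for RND3, 2.22 for IL11 and 2.20 for FOSL1, and in LM3 3.16 for IL6, 2.28 for CYR61, 1.59 for RND3, 1.89 for IL11 and 2.14 for FOSL1. Those of the decreased genes in HepG2 were -4.72 for RPLP0, -2.24 for VIM, -2.13 for TMEM37, -1.98 for MSMO1 and -1.77 for CREB3L3, and in LM3 -3.95 for RPLP0, -2.45 for VIM, -2.54 for TMEM37, -2.23 for MSMO1 and -2.56 for CREB3L3. The highest limma adjusted p among these 20 effects was 1.68e-06 for FOSL1 in LM3. These genes were picked for their large change, so their direction under other settings is no independent test, and no biological explanation was tested for the group.

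RPLP0 encodes a ribosomal protein and was the most decreased gene in both lines. A change of all ribosomal protein genes was tested with the 56 others that were tested, and their median log2 fold change was 0.270 in HepG2 and 0.414 in LM3. Over the scalings run it lay between 0.032 and 0.389 in HepG2 and between 0.159 and 0.533 in LM3, and relative to the median of all genes between -0.019 and 0.487 over both lines, so a decrease of the whole family was not found. In HepG2 the lowest of them was RPL22 with -1.06. Reads could be shared with the 5 annotated RPLP0 pseudogenes, and the deposited values do not show how such reads were assigned. Sharing handled alike in siFASRL and siNC libraries would not lower the siFASRL values only. Of the siNC mean of RPLP0, 3.7% remained in HepG2 and 6.4% in LM3, which argues against such sharing as the cause. An off-target effect of the siRNA was considered as a candidate explanation. The window TGCTCCGTGGAGACGAATT of FASRL matches TTGTCTGTGGAGACGGATT in the RPLP0 transcript with 4 mismatches (G2T, C3G, C6T and A16G, counted from 1 at the 5′ end of the FASRL window, FASRL base before the position). However, 360 of 7164 genes (5.03%) match windows around the same site at least as well as RPLP0 does, so the match is not specific. The effects of these genes went in both directions. SOX4 and METTL8 matched with 2 mismatches and were not lower, with log2 fold changes of 0.591 and 0.297 in HepG2 and 0.055 and 0.19 in LM3. The siRNA sequences were not used here, and the window was chosen after the data were seen. The decrease of RPLP0 cannot be told apart from an off-target effect. An assignment of shared reads that differed between siFASRL and siNC libraries was not tested.

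Among the other lists, the cholesterol synthesis list had a normalized enrichment score of -2.79 in HepG2 and -2.59 in LM3, with 20 of 23 and 22 of 23 genes lower. It shares genes with the FA metabolism list, so the results of these lists are not separate. Without the shared genes the FA metabolism score went from -2.06 to -1.87 in HepG2 and from -2.29 to -2.14 in LM3. The NRF2 target list scored -1.92 in HepG2, where 8 of 16 genes were lower. In LM3 the p53 target list scored -2.10 with 13 of 18 genes lower, and the interferon response list scored -1.598 with 10 of 11 lower. By this score the NRF2, p53 and interferon lists passed adjustment in one line only, and the difference between the lines was not tested for lists. Correlation between the genes of a list was allowed for with camera. Over all 9 lists and both lines the lowest camera adjusted p was 0.0658, for cholesterol synthesis in HepG2. Relative to other genes, none of the enrichments passed adjustment by camera. Whether correlation within the lists is the reason was not tested. The rotation test over the samples (fry), which does not compare with other genes, gave an adjusted p of 4.12e-07 in HepG2 and 7.49e-06 in LM3 for cholesterol synthesis, 7.03e-05 in HepG2 and 0.000162 in LM3 for NRF2 targets (9 of 13 lower in LM3), 0.0221 in HepG2 and 3.46e-05 in LM3 for p53 targets (7 of 20 lower in HepG2), and 0.355 in HepG2 and 3.46e-05 in LM3 for the interferon list. By this test the NRF2 list is not limited to one line. For p53 targets the low p in HepG2 goes with 13 of 20 genes higher and a median log2 fold change of 0.172. It therefore does not show the decrease of LM3 (median -0.605) in HepG2. The ATF4 and unfolded protein response list passed fry upward in HepG2 (adjusted p = 0.0418) and downward in LM3 (adjusted p = 6.14e-05). Its medians were 0.233 and -0.084, so a low fry p alone does not show a list-wide decrease. Scaling was also tried. The median log2 fold change of the cholesterol synthesis list lay between -1.02 and -0.83 in HepG2 and between -1.16 and -1.05 in LM3 over the scalings run, against -0.95 and -1.14 as deposited. The cholesterol synthesis list was thus lower in both lines under every scaling run. Of its 23 genes, 20 in HepG2 and 22 in LM3 were lower with a limma adjusted p under 0.05. Whether the decrease goes beyond that of other genes is left open by camera, and a biological cause remains a hypothesis.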

How the results depend on the processing

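Settings listed first were fixed before the data were examined. Those described as added were chosen after seeing the data.

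With the paper's threshold, 847 genes in HepG2, 570 in LM3 and 246 in both passed. Without a filter on low values (848, 571 and 247), with Bonferroni adjustment (824, 540 and 229), with the replicate number as a block (847, 570 and 246) and with all 12 samples in one fit (847, 570 and 246) the counts stayed within 1.5 times these. The block and the joint fit leave the fold changes as they are and nearly all genes with such fold changes have a low adjusted p, so these settings had little room to move the counts. With a pseudocount of 0.1 the counts were 1373, 900 and 456. Genes with low values gain on that scale. Without the fold change threshold they were 7257, 5790 and 5212. Across fits that each left out one replicate, they ranged from 766 to 871 in HepG2, from 485 to 577 in LM3 and from 216 to 253 in both.

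Among added settings, a limma test against a log2 fold change of 1 gave 414, 216 and 86 genes. The ratio of group means without a pseudocount gave 1460, 940 and 482. A pseudocount of 0.1 with no filter gave 1757, 1075 and 614, and a pseudocount of 0.01 with no filter gave 2011, 1250 and 768. Upper-quartile scaling (945, 595 and 286), median-of-ratios scaling (849, 506 and 240), quantile normalization (817, 421 and 224) and a value of at least 1 in every sample (711, 457 and 198) stayed within 1.5 times. The split of higher and lower calls depended on the fold change threshold, without which 3650 genes were higher and 3607 lower in HepG2 and 2536 and 3254 in LM3, and on the scaling. With the threshold it was 34.7% higher and 65.3% lower in HepG2 as deposited, 47% and 53% under quantile normalization, and 48.2% and 51.8% with HepG2 effects centred on the gap (843 genes, 406 higher and 437 lower). In LM3 it was 18.6% and 81.4% as deposited, 37.8% and 62.2% under quantile normalization, and 31.0% and 69.0% under median-of-ratios scaling. In HepG2 median-of-ratios scaling hardly moved it (33.9% and 66.1%). Upper-quartile scaling moved it the other way, to 26.0% and 74.0% in HepG2 and 16.0% and 84.0% in LM3. Median-of-ratios scaling moved the median effect of all genes in LM3 by 0.107, and centring on the gap moved it in HepG2 by 0.113. Centring left 221 shared genes. Of the shared genes, 67 were higher and 178 lower as deposited, 95 and 127 under quantile normalization, 89 and 149 under median-of-ratios scaling, 79 and 141 with centring, and 56 and 229 under upper-quartile scaling. Which scaling is right was not tested.

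The enrichment score of the FA metabolism list stayed negative with an adjusted p under 0.05 under the other rankings, weight, filters, pseudocount, scalings and the 2 sublists run, and with the replicate number as a block (-2.27 in HepG2 and -2.36 in LM3). Under quantile normalization, an added setting, it was -2.55 and -2.59. In an added restriction to genes without GAATT in the 3′ UTR the score was -1.52 in HepG2 (unadjusted gene permutation p = 0.0414). In LM3 it was -1.94 (unadjusted gene permutation p = 0.000434), and no adjusted p was computed. The camera test was an exception, with a p of 0.0381 in HepG2 and 0.0309 in LM3 that did not pass adjustment over the 9 lists (0.146 and 0.106). Camera estimates the correlation between genes of a list, and whether this correlation is the cause was not tested for this list alone. With one replicate left out the score ranged from -2.35 to -1.91 in HepG2 and from -2.37 to -2.21 in LM3. The number of genes whose effect differed between the lines was 3868, 3735 with the replicate block, and under added settings 2842 with a value of at least 1 in every sample, 3537 with a pseudocount of 0.1, 3769 with upper-quartile scaling, 3780 with median-of-ratios scaling and 4399 with HepG2 effects centred on the gap. It was 3398 to 4049 with one replicate left out.

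Of 632 values recomputed for named genes, 620 kept their direction and side of the threshold, 6 became weaker, 6 became stronger and 0 reversed. The 94 values with a replicate block or without the filter have the same fold change by construction, and genes picked for very large changes had little room to cross the threshold, so the tally is no measure of stability. Settings that need read counts (DESeq2, edgeR with and without TMM or with upper-quartile normalization, glmTreat and a filter of 10 counts in every sample) were not run, because the deposited values are not counts. For the same reason the depth of the data is unknown, and how far it limits genes with low values, such as ALDH3A1 in HepG2, cannot be given.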

Differences from the paper's values

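The paper reports 636 differentially expressed genes shared by both cell lines, and 246 were found here. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 456 shared genes, which is within 1.5 times the paper's value. None of the others did. No filter on low values gave 247, Bonferroni adjustment 229, the replicate block 246, all 12 samples in one fit 246, the same direction in both lines 245, no fold change threshold 5212, and leaving out one replicate 216 to 253. Further settings chosen after seeing the values came within 1.5 times of the paper's value, namely a pseudocount of 0.1 with no filter (614), a pseudocount of 0.01 with no filter (768) and the ratio of group means without a pseudocount (482).

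The paper's normalized enrichment score of the FA metabolism set is about -1.6 in Fig. 5A for HepG2 and about -1.6 in Fig. 5B for LM3, both read by eye. The scores here were -2.06 and -2.29, and only the error of reading the figure was allowed for. The paper scored the HALLMARK set of MSigDB. Here the list was written without access to MSigDB, 98 of its 158 genes were listed, and the background was the listed genes only. The scores are thus not for the same set and background, and no alternative changed this. None of the alternatives set before the data were examined closed the gap, with scores from -2.53 to -1.86 in HepG2 and from -3.59 to -2.10 in LM3. Among the genes without GAATT in their 3′ UTR, a subset chosen after seeing the values, the score was -1.52 in HepG2 and -1.94 in LM3. The gap was thus not closed in LM3.

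The paper chose 6 genes of the FA metabolism set by their rank in fold change together with a potential role in promoting cancer, and this second criterion has no counterpart here. Here all 6 were lower in both lines, but ALDH3A1 (-0.96), CPOX (-0.87) and TP53INP2 (-0.86) in HepG2 and DLD (-0.90) and CPOX (-0.92) in LM3 did not reach an absolute log2 fold change of 1. ALDH3A1 in HepG2 reached it with a pseudocount of 0.1 (-1.70) and with siFASRL replicate 3 left out (-1.002). Under settings chosen after seeing the values, it reached it with upper-quartile scaling (-1.001) and the ratio of group means (-1.86). CPOX in LM3 reached it with a pseudocount of 0.1 (-1.02) and, chosen after seeing the values, the ratio of group means (-1.04). In HepG2, CPOX had rank 20 and TP53INP2 rank 22 of 96 from the most decreased gene of the list.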

Other observations

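Of the tests in this part, those of the gap in HepG2 effects, of other splits of the samples, of scaling for the FA metabolism list, of 3′ UTR length and base composition and of NOB1 were chosen only after the results were seen, as was the sequence ACGAATT itself. The permutation p for coding sequences was added after the medians were seen. The ranks of 7-mers had also been seen in a search before the step that regresses out length and GC content was judged, and family medians under each scaling were computed last.

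HepG2 effects leave a gap. For genes with a mean value of at least 5, the log2 ratio of group means lay between -0.20 and -0.04 for 5 of 6367 genes (0.08%) in HepG2. In LM3, where no gap was found, 578 of 5937 genes (9.74%) lay in the same interval. A gap in one line only is consistent with a list of genes chosen because they changed in HepG2. The gap is not centred on 0 but on -0.12, and with HepG2 effects centred there 8007 tested genes (98.3%) had an adjusted p under 0.05 in HepG2. No biological explanation was tested. The gap limits the results above, because shares, overlaps and backgrounds are taken over a list without the genes in it.

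The numbers of genes past the threshold were compared with other splits of the same samples. Each line has 4 splits that part all same-numbered replicates, the real one included, and 1 of the 4 splits called as many genes as the real one in HepG2 (847) and 1 of 4 in LM3 (570), which was the real one itself. The other splits called 0 genes, with 1 to 3 genes at an unadjusted p under 0.05 in HepG2 and 3 to 24 in LM3. In both lines together, 1 of 16 combinations of splits shared as many genes (246), again the real one. With so few splits a share under 0.05 cannot be reached. The splits that part only 1 same-numbered pair also called 0 genes. All these other splits have siFASRL and siNC libraries on both sides, so a knockdown effect widens the spread within each side. Their 0 genes are therefore no independent support for the real split. If the genes were listed for the real split, that selection favors it too.

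The lower expression of the FA metabolism list was weighed against technical explanations. In HepG2, 2 of the 4 splits gave an enrichment score as far from 0 as the real one, with -2.23 for the other. In LM3, 2 of the 4 splits did as well, with -2.33 for the other. Those other splits called 0 genes and still scored as far from 0, so by itself the score does not set the real grouping apart. GC content and transcript length were regressed out of the effects. The list median went from -0.430 to -0.440 in HepG2 and from -0.540 to -0.480 in LM3, while the median of all genes went from 0.105 to 0.149 and from -0.055 to 0.042. The effects correlated only weakly with GC content and length in HepG2 (r across genes of -0.066 and -0.038), so the step had little to remove there. After it, none of 10000 random lists matched on mean expression was as low (permutation p = 1e-04 in each line, the smallest these lists can give). One factor per sample moves all genes nearly alike and leaves the list about where it is among the other genes, so median-of-ratios scaling can say little about the score, which was -1.989 (adjusted p = 0.00122) in HepG2 and -2.441 (adjusted p = 0.000901) in LM3. The median of the list lay between -0.51 and -0.31 in HepG2 and between -0.56 and -0.43 in LM3 over the scalings run, and relative to the median of all genes between -0.540 and -0.528 in HepG2 and between -0.513 and -0.474 in LM3. Over the scalings, filters and pseudocounts run, the adjusted p lay between 0.000319 and 0.00192. Quantile normalization, which is not one factor per sample, gave scores of -2.549 in HepG2 and -2.586 in LM3. None of the scalings run removed the decrease. The rotation test over the samples (fry) gave a p of 2.2e-06 in HepG2 and 3.22e-06 in LM3. In the real split 87 and 76 genes of the list had an adjusted p under 0.05. The other splits gave 0 such genes among all tested. However, they have siFASRL and siNC libraries on both sides, so a knockdown effect widens the spread within each side. Their 0 genes are therefore no independent support for the real grouping. The camera test did not pass adjustment, so a set-wide enrichment relative to other genes is left open. With 4 splits per line a share under 0.05 cannot be reached, so the count of splits neither shows nor excludes an effect of grouping. No technical batch that follows the groups is named. By the rotation test and the medians the list was lower in siFASRL than in siNC in both lines. The cause was not settled, and that the decrease may be biological is a hypothesis.

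An off-target effect of the siRNA through its seed was considered as a hypothesis. In a search of all 16002 tested 7-mers in 3′ UTRs, genes with ACGAATT in the 3′ UTR (143 genes) were lower, with a median log2 fold change of -0.41 in HepG2 and -0.34 in LM3, against 0.18 and -0.01 for genes without GAATT. ACGAATT occurs once in the spliced FASRL transcript, at positions 58 to 64 in exon 1 (GRCh38 chromosome 16, 69727070 to 69727076), within CATGCTCCGTGGAGACGAATTTGT. After 3′ UTR length and GC content were regressed out, its z was -4.63 in HepG2 (rank 5) and -5.07 in LM3 (rank 3). Without this step z was -5.05 in HepG2 (rank 18) and -5.15 in LM3 (rank 294). The step thus took away little of z in HepG2 and hardly any in LM3, where the better rank comes from changes in other 7-mers, so it is a weak test of length and GC content for these genes. The 7-mers ranked above it in both lines, GAATTAT and CGAATTA, share GAATT with it but do not occur in FASRL. A seed site acts mainly in 3′ UTRs, so genes with ACGAATT only in the coding sequence (44 genes) should change less. The difference of medians was 0.015 in HepG2 (permutation p = 0.873), where a smaller change was not found. In LM3 it was 0.137 (permutation p = 0.167), with medians of -0.204 and -0.341. That is the predicted direction, but with 44 genes it does not decide the question. Against genes with neither GAATT in the 3′ UTR nor ACGAATT in the coding sequence, the genes with ACGAATT only in the coding sequence were lower by a median difference of -0.574 in HepG2 (permutation p = 0.0102) and -0.200 in LM3 (permutation p = 0.0765). In HepG2 this goes against an effect confined to 3′ UTR sites. The siRNA sequences were not used here, and the hypothesis is left open.

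Leaving out genes with GAATT in the 3′ UTR removed neither the negative score of the FA metabolism list nor the correlation between the lines. This covers one sequence chosen after the data were seen, and not the siRNA itself. Among 2282 genes without GAATT in the 3′ UTR, the FA metabolism list (32 genes) had an enrichment score of -1.515 in HepG2 (gene permutation p = 0.0414) and -1.939 in LM3 (gene permutation p = 0.000434). The Pearson correlation of effects between the lines was 0.811 across those genes, against 0.798 across all 7164 genes with a 3′ UTR. Genes are not independent replicates. The score in HepG2 was closer to 0 than for all genes (-2.06), with fewer genes in the list, and its p was not adjusted over the lists.

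NOB1, whose exons are antisense to exon 2 of FASRL, rose after FASRL knockdown, from 54.46 ± 2.45 to 74.27 ± 1.29 (SD, n = 3) in HepG2 and from 48.84 ± 3.48 to 89.85 ± 0.93 (SD, n = 3) in LM3. The log2 fold changes were 0.441 and 0.869 (limma adjusted p = 5.23e-05 and 4.32e-06). If FASRL reads had been counted on NOB1, the knockdown would have lowered NOB1, so such reads do not account for the rise. No biological explanation was tested.

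The paper reports that FASRL knockdown did not change the total ACACA protein. In these RNA-seq data, ACACA mRNA values fell from 13.54 ± 0.56 to 9.59 ± 0.52 (SD, n = 3) in HepG2 and from 30.79 ± 1.04 to 20.78 ± 0.41 (SD, n = 3) in LM3, with 70.8% and 67.5% remaining (limma adjusted p = 6.53e-05 and 1.76e-05). The paper's protein result is from cells stably transfected with shFASRL or shNC, whereas the RNA was harvested 48 h after siRNA transfection. The knockdowns thus differ in reagent and duration, and the protein was not measured in these samples. USF1 and NQO1 were not analysed here.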
